# Age-associated DNA methylation changes in *Xenopus* frogs

**DOI:** 10.1080/15592294.2023.2201517

**Published:** 2023-04-24

**Authors:** Marco Morselli, Ronan Bennett, Nikko-Ideen Shaidani, Marko Horb, Leonid Peshkin, Matteo Pellegrini

**Keywords:** Epigenetic clock, *Xenopus*, whole-genome bisulfite sequencing, DNA methylation, targeted bisulfite sequencing

## Abstract

Age-associated changes in DNA methylation have been characterized across various animals, but not yet in amphibians, which are of particular interest because they include widely studied model organisms. In this study, we present clear evidence that the aquatic vertebrate species *Xenopus tropicalis* displays patterns of age-associated changes in DNA methylation. We have generated whole-genome bisulfite sequencing (WGBS) profiles from skin samples of nine frogs representing young, mature, and old adults and characterized the gene- and chromosome-scale DNA methylation changes with age. Many of the methylation features and changes we observe are consistent with what is known in mammalian species, suggesting that the mechanism of age-related changes is conserved. Moreover, we selected a few thousand age-associated CpG sites to build an assay based on targeted DNA methylation analysis (TBSseq) to expand our findings in future studies involving larger cohorts of individuals. Preliminary results of a pilot TBSeq experiment recapitulate the findings obtained with WGBS setting the basis for the development of an epigenetic clock assay. The results of this study will allow us to leverage the unique resources available for *Xenopus* to study how DNA methylation relates to other hallmarks of ageing.

## Introduction

The quest for an accurate molecular measure of the age of an organism may eventually lead to the development of a better indicator of the health status and vulnerability to illnesses compared to chronological age. This could have profound implications for the management of health in humans, such as age-related disease prevention and improvement of quality of life. An ageing biomarker should be influenced by both genetic determinants and lifestyle factors, be easily and repeatedly (non-invasively) measured, and be easily transferable from model organisms to humans [1].

Many different ageing biomarkers have been developed, such as telomere length, proteins, metabolites, RNA levels, and epigenetic marks. Several studies have explored proteomic and metabolomic age predictors, but the vast majority relied on non-targeted approaches and/or were restricted to single cohorts, limiting their widespread use [2]. Other studies have examined telomere length, and the results show that while it can be used as a cell proliferation marker, it is only weakly correlated with age and mortality. The use of RNA levels as an ageing biomarker is attractive due to the ease of transcriptomic profiling. However, current ageing clocks based on transcriptomes show only modest accuracy and poor reproducibility. Recently, thanks to advancements in single-cell profiling, transcriptomic-based ageing biomarkers are also starting to be developed for single cells, enabling the measurement of ageing heterogeneity in tissues [3–7,8–10]. Despite the utility of these approachesto date, the most accurate molecular ageing predictors are based on epigenetic profiles. Many studies have examined chromatin accessibility and/or histone post-translational modifications to measure age [8,11], but DNA methylation shows much more robust changes with age [2,12]. Several studies have shown that DNA methylation is the most accurate marker of chronological age estimation, and ‘second generation’ clocks can also predict health span and mortality [13,14], bringing us a step closer towards a ‘biological age’ estimator [15]. The difference between the predicted age from these clocks and the actual age of an individual is commonly referred to as epigenetic age acceleration and has been shown to correlate with increased mortality risk [16]. Nonetheless, despite being extensively used as an ageing biomarker, the mechanisms underlying DNA methylation-based clocks are more difficult to interpret than transcriptomic and proteomic markers and cannot be applied to some of the model organisms widely used in ageing research, such as Caenorhabditis elegans, which lack DNA methylation.

Since the development of the first epigenetic clock in humans [17], DNA methylation age predictors have also been expanded to numerous other species, including mammals (e.g., rodents [18–23]), birds [24], reptiles [25], fish [26], and invertebrates [27], just to name a few. However, amphibians have not yet been extensively examined in ageing studies, despite the fact that *Xenopus* has many unique features as a model organism for ageing biology. *Xenopus* is thought to have negligible senescence [28,29], remains fertile late in life, provides an ease of surgical and biochemical manipulation of the embryos, permits genome perturbation and editing (morpholino, transgenics, TALENs, and CRISPR/Cas), and has large oocytes.

In addition, *Xenopus* is phylogenetically closer to humans compared to other aquatic organisms, has limbs, digits, lungs, a three-chambered heart, and approximately 80% of the identified human disease genes are present in *Xenopus* [30].

To date, *Xenopus* has not been widely used as an ageing model due to the lack of verifiably old animals and a relatively long lifespan (with an estimated maximum lifespan of over 30 y in *X. laevis* and 12 y in shorter lived *X. tropicalis*), even though some research into reproductive system ageing in amphibians has been carried out [28,29].

DNA methylation has been previously profiled in amphibians, both in *Xenopus laevis* and *tropicalis* [31,32].

Using WGBS (whole-genome bisulfite sequencing) previous studies have shown that CpG sites have an average global methylation level of 91% across different developmental stages in *X. tropicalis* [33], including gametes (sperms and spermatids) [34]. *Xenopus* genomes contain two DNA cytosine (C5) DNA methyltransferases (DNMTs): DNMT1 and DNMT3a, a maintenance and a *de novo* DNA methyltransferase, respectively [35,36] (Supplementary Figure S1). In mammals, in addition to the previously mentioned DNMTs, there is an additional *de novo* enzyme (DNMT3b), an inactive DNMT-like accessory factor (DNMT3L), and a rodent-specific enzyme involved in male germline retrotransposon silencing (DNMT3c) [37,38]. The majority of mechanistic studies on DNA methylation in metazoans have been performed in human and mouse where they have found that de novo DNA methylation is deposited by two complexes (DNMT3a-DNMT3L mainly in intergenic regions and DNMT3b-DNMT3L mainly in intragenic regions), while its maintenance is governed by DNMT1 together with its accessory factor UHRF1, both localized to replicating foci. One of the roles of DNA methylation is to reinforce the repression of transposable elements [37,39,40].

Previous reports have shown that DNA methylation and histone modifications are highly interconnected in *X. tropicalis*, and similarly to mammals, 5^me^C levels are anticorrelated with H3K4me3 and H3K27me3 marks [31,32,41], with many promoters being hypomethylated [42]. Moreover, H3K36 methylation is important for the recruitment of DNMT3s through their PWWP domain [43–46]. Many other factors, such as DNA demethylases, methyl DNA binding proteins, and PTMs of DNMTs, in addition to DNA sequence and its accessibility, determine the DNA methylation landscape [47]. The similarity of patterns of DNA methylation in *X. tropicalis* and mammals suggest it is a highly conserved mechanism, despite an apparent absence of DNMT3b and the inactive accessory protein DNMT3L in *X. tropicalis*.

The goal of this study is to identify age-associated DNA methylation changes in *Xenopus tropicalis* and to lay the groundwork for the development of an efficient epigenetic clock. To this end, we leveraged samples from the National Xenopus Resource at the Marine Biology Laboratory that has been maintaining inbred *Xenopus* animals for over 10 y creating a unique collection of animals of known age, covering ages from 1 to 10 y. This resource allows the establishment of a cohort covering a wide range of confidently determined ages. We collected samples from skin tissue thanks to established protocols for sampling without sacrificing the animal, allowing longitudinal studies. We identified age-associated 5^me^CpG sites through WGBS of nine frogs (three different age groups) and validated a targeted bisulfite sequencing (TBSeq) assay in a pilot experiment with sixteen frogs (nine different age groups). This sets the basis for future interrogation of DNA methylation in larger cohorts of frogs and the development of a robust epigenetic clock.

## Results and discussion

In order to assess age-related changes in DNA methylation, we chose to focus on three ages, covering the range from young to old adults. The National Xenopus Resource has maintained animal stocks for 10 y and therefore some of these animals represent some of the oldest available individuals known to the Worldwide *Xenopus* research community. The youngest animals represent adults which have been reproducing for a few months as sexual maturity in *X. tropicalis* comes at 4–6 months depending on husbandry conditions [48,49].

The samples were collected from the skin of the webbing in the hindlimb of nine individuals of *Xenopus tropicalis*. Cytosine DNA methylation was measured by WGBS with a sequencing depth ranging between 9× and 15× (see Materials and Methods, Supplementary Table S1). The resulting methylation showed a distribution typical of the methylation of higher eukaryotes (Figure 1a), with the majority of the CpG sites fully methylated or highly methylated (approximately 70% of the CpG sites show >80% methylation) and only a small fraction completely unmethylated or slightly methylated (approximately 3% of the CpG sites show <5% methylation). A similar pattern is observed in mammals as exemplified by the human mammary epithelial tissue (Figure 1a). DNA methylation in other contexts (CpHpH and CpHpG) was low (Table 1). The small differences in the patterns between frog and human samples can be partially attributed to the differences in tissue purity of the cell-type composition between the epithelial samples in human and skin punches in frog.

**Figure 1.**
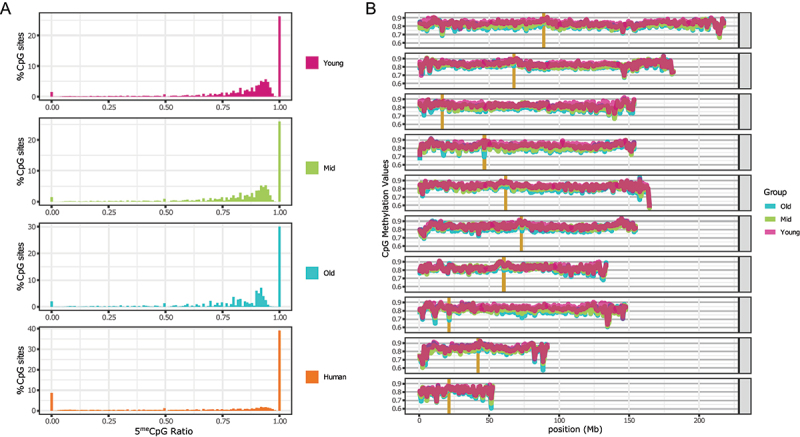
Cytosine methylation levels in CpG context. (A) Distribution for *X. tropicalis* of three different age groups and human mammary epithelial tissue. For each *X. tropicalis* age group the average of three different individuals. Common sites with at least 5× coverage were used. The human mammary epithelial dataset is from ENCODE (doi:10.17989/ENCSR656TQD, file ENCFF699GKH). (B) CpG methylation distribution over chromosomes for each age group (average of all samples within the same group). Vertical gold bars represent centromere positions. Common sites for all samples with at least 3× coverage were used. Resolution 500Kb.

**Table 1.** Average 5^me^C (%) by dinucleotide context.

Sample	Age (years)	Strain	CpG	CpA	CpC	CpT
Young_1	1	wt nigerian	82.19	00.93	00.54	00.59
Young_2	1	wt nigerian	82.49	00.93	00.56	00.61
Young_3	1	wt nigerian	82.31	00.84	00.51	00.53
Mid_1	5	no privacy	80.25	00.83	00.48	00.50
Mid_2	5	eef1a1:GFP	81.31	00.83	00.50	00.53
Mid_3	5	eef1a1:GFP	80.19	00.86	00.53	00.55
Old_1	9	eef1a1:GFP	79.17	01.38	00.74	00.95
Old_2	9	eef1a1:GFP	80.11	00.99	00.56	00.62
Old_3	9	eef1a1:GFP	80.36	00.93	00.54	00.58

Taking advantage of recently published high-quality chromosome-level assembly of the *X. tropicalis* genome, we examined chromosome-level DNA methylation patterns (Figure 1b). The CpG methylation levels over 500 Kb-bins are high across the genome with only a few dips towards the ends of a few chromosomes (e.g., subtelomeric regions of Chr5 and Chr9) but never below 60%. At this level of signal smoothing, there is a noticeable difference in how uniform the levels of DNA methylation are across the chromosomes – towards the telomeric regions, and there is much higher variability in every chromosome. This spatial pattern is conserved across all three ages. Since peri-centromeric chromatin is known to be highly repetitive, and DNA methylation patterns are known to decorate genomic repeats, we noted the centromeres of the *X. tropicalis* chromosomes in Figure 1b. The centromeric regions of most of the chromosomes (Chr 2, 4, 6, 7, 8 and 9) appear to be hypo-methylated similarly to the human DNA [50].

Consistent with what we know from mammalian DNA methylation patterns, the global methylation levels of CpG sites are slightly but statistically significantly different among the three age groups (based on a pairwise two-sample Kolmogorov–Smirnov test on the age group-combined common CpG sites covered by at least ten reads). The highest levels are seen in the ‘young’ group (approx. 1 y/o), intermediate levels are found in ‘Mid’ (approx. 5 y/o), and the lowest levels are observed in the ‘Old’ group (approx. 9 y/o) (Table 1, Supplementary Table S1). The same pattern of methylation reduction with age is seen in both genes (Figure 2a) and repeated elements (Figure 2b). Similarly, to mammalian 5^me^C distribution, the gene body is highly methylated (average methylation levels are above 75%) and the region within 1Kb of the TSS has lower levels of DNA methylation, as previously reported [42]. This is likely due to the presence of histone marks that repress DNA methylation (e.g., H3K4 methylation) in the promoters of expressed genes, or other histone-based repressive marks (e.g., H3K27 methylation) in the promoters of non-expressed genes. Conversely, repeated elements (longer than 1 Kb) show high methylation levels (average >80%) spanning their entire length. The methylation levels of common CpG sites covered by at least five reads can also be used to discriminate the samples of the three age groups through a principal component analysis (Figure 2c). Principal Component 1 (PC1) has a high correlation with age (R^2^ = 0.98), while other PCs show no correlation (Supplementary Figure S2). Here again, consistent with mammalian age-related methylation patterns, we see lower variance across young samples compared to old samples with middle age samples showing intermediate variability.

**Figure 2.**
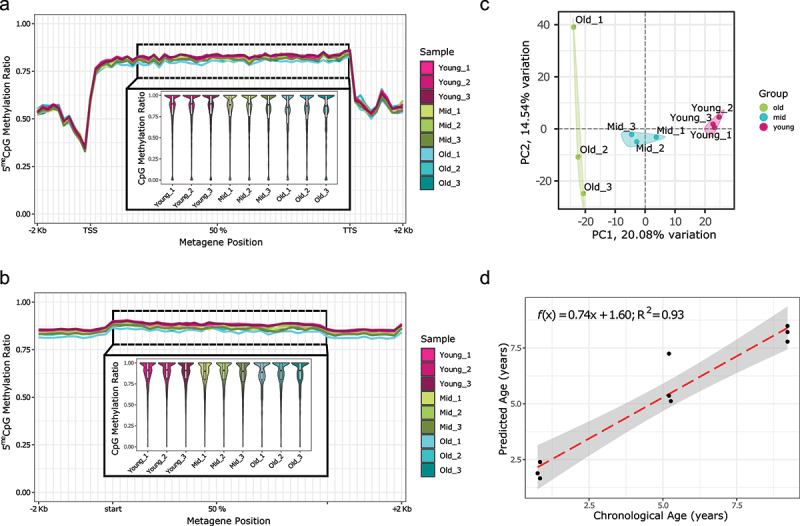
CpG methylation distribution over genomic features. (A) Gene metaplot with upstream and downstream 2Kb. In the inset, a zoom in of the central part of the gene body (from the second decile to the TTS). (B) Gene body CpG methylation in repeated elements bigger than 1Kb [not distinguished by class nor family]. (C) Principal Component Analysis (showing PC1 vs. PC2) using CpG methylation levels for the nine frog samples. CpG sites with at least 5× coverage were used and filtered to remove the variables with low variance (PCAtools, removeVar = 0.1). (D) CpG methylation preliminary clock leave-one-out predictions. Each point represents the age prediction on one sample from an elastic net model which was trained on the other eight samples. For all panels, common sites for all samples with at least 5× coverage were used. The boxplots in the insets show the mean of the distribution.

We also performed an autocorrelation analysis based on the CpG methylation level of the 20 closest CpG sites (Supplementary Figure S3). This analysis shows an expected decrease in the correlation of CpG methylation levels as the relative CpG position increases, but it highlights how young samples have higher correlations than samples with an intermediate age. The old samples show the lowest autocorrelation values. This might be partially explained by a progressive loss of DNA methylation maintenance activity (through DNMT1-UHRF1, or other recruiting factors) [8,51].

We next asked whether we can use the CpG methylation levels to predict the age of an individual. Normally, a much larger number of samples would be required to build and validate a methylation-based ageing model, but three ages with three repeats each allow us to construct a preliminary proof-of-principle model. We used elastic net regularized linear regression for the model. The predictors were the methylation values at CpG sites across the genome with 5× coverage in all samples (110544 sites, the same used in Figure 2c). By performing leave-one-out cross validation (LOOCV), we achieved a significant correlation between actual age and predicted age (R^2^ = 0.93) (Figure 2d) and a MAE = 1.0017 y. However, the age predictions of the young frogs are overestimated, and underestimated for old frogs. The LOOCV procedure involved fitting nine elastic net clock models, which altogether selected 331 distinct CpG sites as relevant features (Supplementary Figure 4, Supplementary Table 2).

In order to expand and confirm the findings in a bigger cohort, while avoiding the high costs of WGBS, we selected a few thousand sites (within approximately 3400 regions) that are strongly (both positively and negatively) correlated with age (Figure 3a, Supplementary Table 3). Using the CpG methylation levels of the selected sites, we were able to cluster nine samples based on age groups (Figure 3b). As expected, the majority of the sites show a noticeable decrease in DNA methylation levels from young to old samples (green and purple clusters), but a fraction (approx. 10% – gold cluster) shows an inverse pattern. Overall, we observe hundreds of highly informative sites with different age associated patterns. Some sites are modified between young and middle ages while others between middle and old. It is clear that while the overall similarity of the DNA methylation patterns is diminishing with age, the most informative sites are most discordant in the middle age, suggesting that the trajectories from young to old diverge in the middle age. As expected, the top 100 anticorrelated sites show a global decrease in methylation as samples increase with age (Figure 3c, top left, blue heatmap) and they are mostly found within repetitive elements (Figure 3c, bottom left, pie chart). Conversely, the top 100 correlated sites show rising DNA methylation levels as sample age increases (Figure 3c, top right, gold heatmap) with a similar trend in associated genome elements (Figure 3c, bottom right, pie chart).

**Figure 3.**
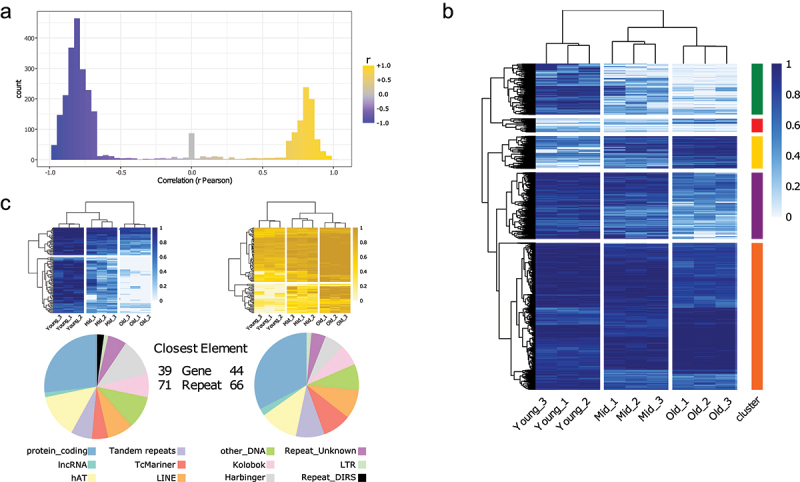
Selection of CpG sites correlated with age. (A) Pearson correlation (r) distribution of the approximately 3400 CpG sites selected. (B) CpG methylation levels of the selected sites (same as in A). Sites are grouped in five clusters, based on the clustering (method = ‘complete’). (C) CpG methylation levels of the top 100 sites correlated with age (right, gold), and anti-correlated (left, blue) (top). Distribution of the closest genomic elements (both genes and repeats) for each site (bottom).

To gain additional insights into the biological relevance of the age-associated CpG sites, we first linked each site to the nearest genomic element (combined genes and repeats annotation) (Supplementary Table 4). The selected regions are mainly found within genes and repeated elements, and less than 20% of them can be found outside of the elements, but always within 3 Kb (Supplementary Figure 5). We performed gene enrichment analysis with the PANTHER Overrepresentation Test using the list of site-linked genes (disregarding the repeats) against a reference with all *Xenopus tropicalis* genes. We interrogated different databases (Supplementary Table 5) and the enriched terms are mainly involved in cell-to-cell contacts (e.g., cell–cell adhesion GO:0098609, FDR = 1.31E–08;) and communication, mainly neuron-related (e.g., modulation of chemical synaptic transmission GO:0050804, FDR = 6.92E–06;), and, albeit with a lower FDR, intracellular signalling (e.g., guanyl-nucleotide exchange factor activity GO:0005085, FDR = 1.49E–03; adenylate cyclase-activating G protein-coupled receptor signalling pathway GO:0007189, FDR = 3.17E–02; regulation of protein kinase B signalling (GO:0051896), FDR = 4.48E–02). A plausible interpretation of these results might be that with age cells of the skin tissue, such as keratinocytes, might have an altered ability to communicate with and respond to other cells, a well-known hallmark of ageing [52].

Interestingly, the term ATP-dependent DNA helicases (blm, recql5, mcm8, chd5, wrn, smarca2, chd8) is also significantly enriched (GO:0008094, FDR = 3.78E–02) and includes enzymes not only involved in DNA replication and gene regulation but also in DNA repair, another one of the hallmarks of ageing [53]. We also see under-represented terms, such as reverse transcriptase (PANTHER protein class PC00200, FDR = 7.55E–04), most likely an artefact for the removal of repeat-linked terms during the creation of the query list, and C2H2 zinc finger transcription factor (PC00248, FDR = 3.04E–02), mainly repressive (klf7, klf8, sall1, znf407, znf462, znf536, bcl11a, prdm16).

The majority of the sites identified as predictive in the LOOCV preliminary clock are also found within the regions correlated with age (255 out of 331 predictive sites, 77%) (Supplementary Figure 6A). Among the 76 predictive CpG sites that are not located within the correlated regions, the vast majority (61, approx. 80%) are only employed in 1 model, and their methylation levels are not sufficient to cluster the samples based on their age (Supplementary Figure 6B). Conversely, the predictive sites within the regions can cluster the samples based on age and two main types of CpG sites can be observed: sites where the CpG methylation level increases with age (top, approx. 16%) and sites showing a decrease in methylation with age (bottom, approx. 84%) (Supplementary Figure 6C).

To test whether our findings could be extended to a different cohort of samples, we synthesized biotinylated DNA probes complementary to our age-associated sites and performed Targeted Bisulfite Sequencing (TBSeq), an assay that assesses the 5^me^C levels in a small fraction of the genome with high coverage [54]. In this pilot experiment, we interrogated approximately 3500 regions in the DNA extracted from hindlimb webbing of 16 different *X. tropicalis* frogs with the following ages: 2.3, 3.6, 4.2, 4.6, 6.9, 7.9, 8.5, 8.7, 10.9 y (Supplementary Table 6). 

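The deposited TBSeq values cover these 16 frogs, each sequenced once as its own library. The 2.3 y group held 3 frogs, the 4.2 y and 7.9 y groups 2 frogs each and the 10.9 y group 4 frogs, while the frogs of 3.6, 4.6, 6.9, 8.5 and 8.7 y had no replicate of the same age. Age and origin were linked in this cohort. The 4 frogs of 10.9 y shared a birth date and a strain, the eef1a1:GFP Krieg line, a transgenic line that expresses green fluorescent protein from the promoter of a translation elongation factor. The 6.9 y frog was the only other animal of that line. The 3 frogs of 2.3 y also shared a strain and a birth date, as did the 2 frogs of 4.2 y, and the 2 frogs of 7.9 y shared a birth date but came from different strains. The frogs of 7.9, 8.5 and 8.7 y had different strains whose names all end in Mead, as no other strain name did. Frogs of the same strain and birth date are called a stock here, which gave 10 stocks. According to the paper's Supplementary Table 6, the mean coverage on the target regions was between 731 and 811 reads at 2.3 y (median 808, n = 3) and between 582 and 678 reads at 10.9 y (median 668, n = 4). It was 531 and 617 reads in the 4.2 y frogs and 626 and 702 reads in the 7.9 y frogs. The frogs without a replicate had 634 reads at 3.6 y, 617 at 4.6 y, 557 at 6.9 y, 546 at 8.5 y and 399 at 8.7 y. The authors trimmed the reads, aligned them with BSBolt to XENTR_10.0, removed PCR duplicates, called methylation per cytosine and kept the CpG sites common to all frogs. The deposited unit is the fraction of reads that were methylated at each site, without counts, so the depth behind each single value is unknown and no counting interval is given.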

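The deposited matrix held 27675 CpG cytosines on 10 chromosomes, with a value for every frog and no missing entry. The sites fell into 3227 clusters separated by more than 300 bp. Averaged over its sites, a frog's CpG methylation was between 82.7% and 84.4%, with a mean of 83.4% ± 0.572 (SD, n = 16). The standard deviation of a site across the frogs had a median of 3.83 percentage points, and it reached 5 percentage points at 10182 sites. At 714 sites, the values ranged from under 10% in at least 1 frog to over 80% in another. These sites are called variant-like here, because a C-to-T difference from the reference genome reads as an unmethylated cytosine after bisulfite conversion and would give such a range. A fall of methylation from a high level to near 0 in the 10.9 y frogs gives the same range, so leaving out these sites also removes the largest changes of either kind.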

Preliminary results show that the assay performs well (high coverage on the targeted regions, good ON/OFF target ratio) and we were able to generate a methylation matrix with more than 27’000 CpG sites (common to all samples and covered by more than 100 reads). We performed principal component analysis, which revealed that the combination of PC1 and PC2 is sufficient to discriminate the age groups: while PC1 mainly segregates the old group (>10 y old) from the young and mature groups (ranging between 2 and 8 y), PC2 seems to differentiate samples within the young and mature groups (Supplementary Figure 7A). 

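Principal components were computed from the deposited fractions, centred and unscaled, after removing the 10% of sites with the lowest variance, which left 24907 sites. PC1 held 24.6% of the variance and PC2 11.7%. The sign of a component is arbitrary. PC1 was oriented to score the 10.9 y frogs higher than the others, and PC2 to score the youngest frogs higher. The PC1 score was 11.0 ± 1.44 (SD, n = 4) in the 10.9 y frogs and -3.66 ± 2.54 (SD, n = 12) in the younger frogs. The difference was 14.6 (exact permutation test over all choices of 4 of the 16 frogs, two-sided, p = 0.000549, the smallest p that these choices allow). This p takes frogs as independent, whereas the 4 frogs of 10.9 y were a single stock, so it does not separate age from stock. The lowest score at 10.9 y was 8.94. The highest among the younger frogs was 2.70, in the 6.9 y frog of the Krieg line, and the next highest was -1.88. Among the 12 frogs below 10 y, PC1 had no detectable relation with age (Pearson r = 0.269, p = 0.426; Spearman rho = 0.120, p = 0.71; permutation tests, two-sided). PC2 fell with age in these 12 frogs (Pearson r = -0.921, p = 2e-05; Spearman rho = -0.926, p = 8e-05; permutation tests, two-sided). The 10.9 y frogs did not continue this fall. Their PC2 scores, from -0.497 to 0.914, lay near those of the 3.6 and 4.2 y frogs, from -0.298 to 1.70. With Benjamini-Hochberg adjustment over a family of 5 relations with age, the PC2 relation below 10 y had an adjusted p of 0.0001 (permutation test). Without the 2 frogs whose ages lay farthest from the median, r was -0.943. With a single mean for each of the 9 stocks below 10 y, r was -0.892 (exact permutation test, p = 0.000606). The frogs of 7.9 to 8.7 y, all of Mead strains, had the lowest PC2 scores. Stock means therefore do not separate age from that shared label. Coverage also fell with age in the 12 frogs below 10 y (r = -0.677, permutation test, p = 0.0152). With coverage taken out of both measures, the relation of PC2 with age was r = -0.860 (permutation test, p = 0.0004). Scaling each site to unit variance moved these results most. It left PC1 without a detectable difference of the 10.9 y frogs (exact permutation test, p = 0.371), and the relation with age below 10 y was then carried by PC1 (r = 0.763) and no longer detectable on PC2 (r = -0.331).

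**Figure D1:**
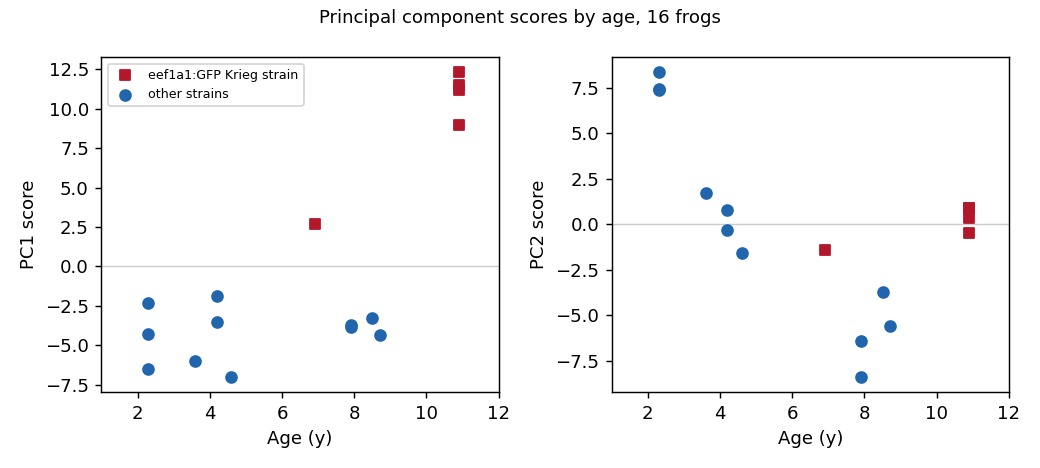
Scores on PC1 (left) and PC2 (right) against age in years, with each point a frog, squares for the eef1a1:GFP Krieg strain and circles for the other strains. The 10.9 y frogs lie between 8.94 and 12.3 on PC1, the 6.9 y frog of the same strain lies at 2.70, and PC2 falls with age among the frogs below 10 y. On PC2 the 10.9 y frogs lie between -0.497 and 0.914 and do not continue the fall.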

A correlation analysis (Spearman) using the same CpG sites (common, 100× coverage) followed by hierarchical clustering shows similarities within the various age groups (Supplementary Figure 7B). 

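Spearman correlations between frogs, over all sites of the matrix, averaged 0.770 for the 11 pairs of the same age and 0.722 for the 109 other pairs. The difference of 0.0485 was larger than that of the ages permuted over the frogs (permutation test, one-sided, p = 1e-05, the smallest p that these permutations can give). Of the same-age pairs, 10 shared both strain and birth date, with a mean correlation of 0.773. The remaining pair, the 7.9 y frogs of different strains, had a correlation of 0.747, and the 110 pairs from different stocks averaged 0.722. Among those 110 pairs, the correlation had no detectable relation with the difference in age (r = -0.0891, permutation of ages over whole stocks, two-sided, p = 0.603). Pearson correlations, which the legend of Supplementary Figure 7B names, gave r = -0.500 for the same pairs (permutation test, p = 0.01). Complete-linkage clustering of the Spearman correlations placed the frogs of 2.3, 4.2 and 10.9 y each on a branch of their own, and not the frogs of 7.9 y, which had their own branch with Pearson correlations.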

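The 500 sites with the highest variance across the 16 frogs lay in 385 clusters of neighbouring sites. At 341 of them, the mean over the 4 frogs of 10.9 y was at least 20 percentage points below the mean over the 12 younger frogs, at 105 it was at least as much above, and at 54 it was neither. No other choice of 4 of the 16 frogs gave as many lower sites (p = 0.000549, exact permutation test), and the next largest count was 320. The 4 frogs of 10.9 y were a single stock, so this p, which takes frogs as independent, does not separate age from stock. At the 341 lower sites, methylation averaged 10.6% ± 4.76 (SD, n = 4) in the 10.9 y frogs and 64.2% ± 8.70 (SD, n = 12) in the others. The 6.9 y frog of the same strain as the 10.9 y frogs had a mean of 46.5%, the lowest of the younger frogs. The frogs of 8.5 and 8.7 y, of other strains, had means of 61.0% and 69.4%. All 4 frogs of 10.9 y were below all younger frogs at 60 of the 341 sites, which were chosen by the difference between these groups. Over all sites of the matrix, this held at 198 sites, 0.715%, where chance gives 0.0549%. At 233 of the 341, at least 1 younger frog was under 10%. Of the 500 sites, 467 were variant-like, a range that a high variance favours. Without the variant-like sites, 158 of the 500 most variable sites were lower in the 10.9 y frogs, and another choice of 4 frogs gave as many (exact permutation test, p = 0.0011).

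**Figure D2:**
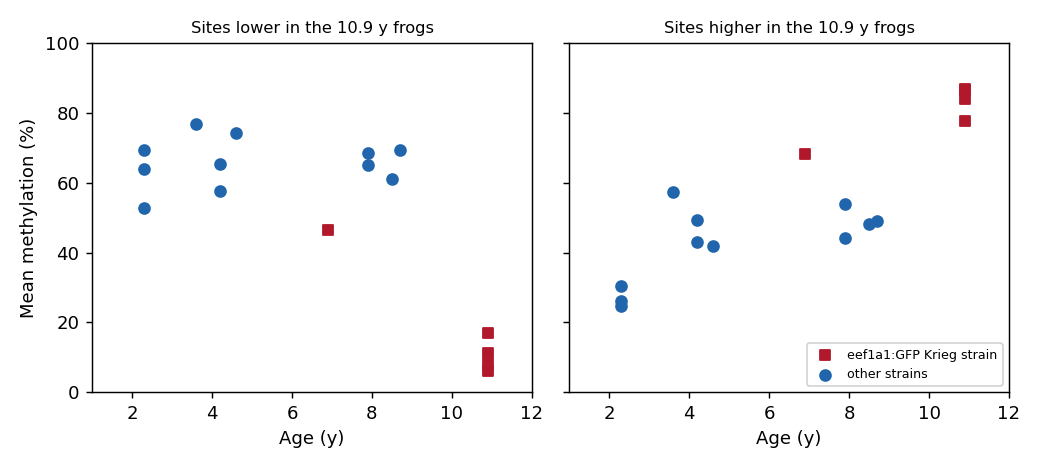
Mean methylation in percent of each frog against its age in years, at the sites lower (left) and higher (right) in the 10.9 y frogs, with squares for the eef1a1:GFP Krieg strain and circles for the other strains. At the lower sites the 10.9 y frogs lie between 6.00% and 16.9% and the 6.9 y frog at 46.5%.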

Clustering of the top 500 variable 5^me^CpG sites illustrates age-dependent DNA methylation patterns (Supplementary Figure 7C), with the majority of the sites showing hypomethylation in older samples only and intermediate and hypermethylation in the remaining samples (three leftmost clusters), while only a small fraction shows hypermethylation in the old samples with low to intermediate methylation in other samples and an even smaller fraction (rightmost cluster) showing age-independent variable methylation. These results demonstrate that our assay based on capture hybridization followed by bisulfite conversion and next-generation sequencing can differentiate samples of different ages.

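A linear relation of methylation with age was fitted at each site by limma, with Benjamini-Hochberg adjustment over the 27641 sites that varied. Over the 16 frogs, 190 sites had an adjusted p under 0.05, of which 118 fell and 72 rose with age. Over the 12 frogs below 10 y, 4 sites passed, all falling, of which 2 were among the 190. All 190 had the same direction below 10 y, in frogs that also took part in choosing them. With fewer frogs fewer sites can be found. On simulated data, 63.5% of sites that changed by 2 percentage points per year were recovered with 16 frogs and 19.0% with 12. This drop was from 127 to 38 sites, against 190 to 4 in the data. The simulated frogs had independent noise without stocks, while the 190 sites had a median absolute slope of 4.47 percentage points per year. Leaving out the 10.9 y frogs also narrowed the range of ages. The simulation therefore cannot say whether fewer frogs alone account for the fall from 190 to 4. The contrast of the 4 frogs of 10.9 y with the 12 others gave 434 sites, 323 lower and 111 higher, and 63 of these were among the 190. The count over the 16 frogs moved most with a single mean per stock, which left 0 sites. In that setting 1259 of the 27641 sites had an unadjusted limma p under 0.05, fewer than chance alone gives on average at that threshold. With the Krieg strain as a covariate, 28 sites passed, of which 18 rose and 10 fell with age, so falls no longer predominated. Of the 6 sites named below, this left 1 past the threshold, at position 133092935 of chromosome 6 (limma adjusted p = 0.0344; the other 5 from 0.12 to 0.185), and a single mean per stock left none (limma adjusted p = 0.995 at each). The largest rise was at position 128278728 of chromosome 6 (XENTR_10.0), within ankrd46 in the RefSeq gene table of UCB_Xtro_10.0, with a slope of 11.9 percentage points per year (standard error 1.86, adjusted p = 0.0109 from limma). It read 92.1% ± 4.05 (SD, n = 4) at 10.9 y and 0% in all 3 frogs of 2.3 y. The next rises, at positions 127349587 and 133092935 of chromosome 6, had slopes of 10.6 percentage points per year. The largest falls were at position 714738 of chromosome 7 (-10.5 percentage points per year, standard error 1.63, limma adjusted p = 0.0104), position 45542957 of chromosome 3 (-10.5) and position 64812997 of chromosome 6 (-10.4), and none of these 5 sites lay within a listed gene. All 6 sites were variant-like, a range that slopes this steep favour. Of the 190 sites, 50 were variant-like (26.3%), and of the 434 sites 155 (35.7%). From the principal components, the correlations and the most variable sites, the paper concludes that the capture assay separates samples by age.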

## Limitations of the study and future directions

Our goal is to create a robust assay to investigate ageing biology in *X. tropicalis* clock, a widely studied model amphibian. Our study has a few limitations. First, it is based on the methylation patterns of only nine frogs. Moreover, despite the fact that the ages of the frogs range between 1 and 9 y, they are grouped into only three classes (1, 5, and 9 y). Therefore, our age prediction model is simply a proof of principle that cannot be generalized to other studies. The construction of an epigenetic clock requires substantially more samples in order to demonstrate the robustness of the model [55]. 

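Of the 331 predictive CpG sites that the paper lists from its whole-genome frogs, 67 were in the TBSeq matrix at the listed position. Over the 16 TBSeq frogs, Pearson's r of methylation with age was negative at 56 of the 67 sites, with a median of -0.477 (permutation of the ages, two-sided, p = 0.00848). Among 10000 random lists of as many sites, matched on mean methylation and on SD across the frogs, the middle list had a median of -0.239, and 1 list was as low. Over the 12 frogs below 10 y it was negative at 20 sites, with a median of 0.138 (permutation test, two-sided, p = 0.381), at the 97.7th percentile of such lists, whose middle value was -0.0198. The random lists do not keep the correlation among the predictive sites. With a single mean for each of the 10 stocks, the median over all ages was -0.301 (permutation test, p = 0.238). Of the 67 sites, 58 were variant-like. The median methylation of the 67 sites was at most 0.260% in each frog of 10.9 y and between 55.2% and 91.1% in the younger frogs. The 12 sites used by all 9 models had a median r of -0.402 over the 16 frogs (permutation test, p = 0.0733). Over the 12 frogs below 10 y, their median r was 0.401, positive at 10 sites (permutation test, p = 0.114). Among these 12 sites, r over the 16 frogs was lowest at position 25725610 of chromosome 1 (XENTR_10.0), within evc2 in the RefSeq gene table of UCB_Xtro_10.0 (r = -0.760, p = 0.00047; Spearman rho = -0.480, p = 0.0616; permutation tests). The next lowest was at position 102835532 of chromosome 4 (r = -0.584, permutation test, p = 0.0199). The highest were at positions 133092935 (r = 0.885, permutation test, p = 1e-05) and 127349587 (r = 0.868, permutation test, p = 7e-05) of chromosome 6. With a single mean per stock, r at the 2 lowest sites was -0.553 and -0.489 (permutation tests, p = 0.0946 and 0.166). Below 10 y, r at these 2 sites was -0.155 and -0.0409. At the 2 highest sites, r was 0.849 and 0.726 with a mean per stock (permutation tests, p = 0.002 and 0.0188). Below 10 y, it was 0.856 and 0.758 there. All these sites were chosen as extremes among the 12 in the same frogs, and their p-values are not adjusted for that choice. Tested over the whole matrix with a mean per stock, the 2 highest sites each had a limma adjusted p of 0.995.

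**Figure D3:**
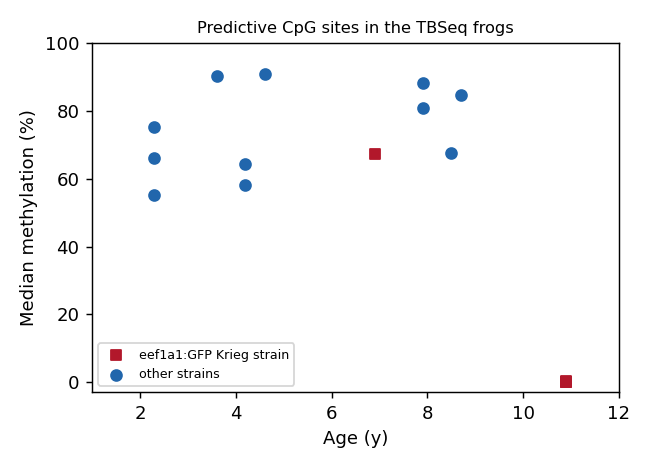
Median methylation in percent of the 67 predictive sites in each frog against its age in years, with squares for the eef1a1:GFP Krieg strain and circles for the other strains. The 10.9 y frogs lie at or below 0.260%, and the 6.9 y frog of the same strain lies at 67.2%.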

As a first step towards this goal, we used TBSeq in a pilot experiment to determine whether our selected age-associated sites could recapitulate our findings in a different cohort. Our results suggest that this method can be used to build an epigenetic clock in larger cohort.

Another limitation of our study is that we have not attributed specific methylation changes to specific cell types, even though a webbing sample contains not only skin but also connective tissue and blood. Nonetheless, we expect that future methylation clocks will be applicable to distinct frog tissues just as they are in mammals.

*Xenopus* is an important model organism for the study of embryology. Since the embryo develops outside of the mother’s organism, it is easily accessible for manipulation and observation, including embryonic grafts from transgenic animal lines. The present work, however, does not examine development in frogs, and we therefore leave this direction for future studies. Instead, this work is based on skin samples which are easily available and do minimal harm to the animals, with repeated sampling possible after animals are given a few months break, which allows one to study longitudinal changes in one animal. This in turn enables new directions for studying the causality of methylation and tracking the establishment of methylation patterns for the sites correlated with age across cell types. In future studies, it will be interesting to co-profile other molecules, such as RNA and/or protein (even at the single-cell level), in addition to tissue cellular composition to generate further insights into the mechanisms of ageing and correlated changes with our selected 5^me^C sites.

## Materials and methods

### Sample collection

Nine adult *Xenopus tropicalis* were housed at the National Xenopus Resource (RRID:SCR_013731) in two multi-rack recirculating aquatic systems with established diet and water parameters (conductivity, pH, and temperature) as previously defined [48,49]. Frogs were kept in tanks with constant temperature of 25°C and 12/12-h light cycle.

Disposable biopsy punches were used to collect tissue (VWR 21,909–140) from the hindlimb webbing of mutant (no privacy), transgenic (eef1a1:GFP), and wild type *X. tropicalis* with Nigerian St.549 background (RRID_NXR_1018; https://www.xenbase.org/entry/stockCenter/showLine.do?method=displayLine&lineId = 1146&). Both non-wt strains are not expected to cause differences in DNA methylation values in the sampled tissue. For the ‘no privacy’ heterozygous mutant (Xtr.hps6n^Grngr^; RRID:NXR_10019), the causative mutation has been identified in the homolog of the human Hermansky-Pudlak Syndrome 6 (HPS6) gene, part of the BLOC-2 complex (biogenesis of lysosomal organelles complex 2) that causes a pigmentation defect [56] (https://www.xenbase.org/entry/stockCenter/showLine.do?method=displayLine&lineId = 1234&). eef1a1:GFP is a transgenic strain (Xtr.Tg(eef1a1:GFP)^Krieg^; RRID:NXR_1008) expressing GFP from the promoter of ef1a (elongation factor 1-alpha) [57,58] (https://www.xenbase.org/entry/stockCenter/showTransgene.do?method=displayTransgene&transgeneId = 19777942&).

### DNA extraction

DNA extraction was performed from web punches (4 mm in diameter except 6 months old for which we did 2 mm), according to Xu Y. et al. [59] with minor modifications. Briefly, tissue chunks were digested o/n in a 1.5 ml tube containing 200 µl of lysis buffer (100 mM Tris-HCl pH 8; 200 mM NaCl; 0.20% SDS; 5 mM EDTA) + 4 µl of Proteinase K (20 mg/ml, NEB) at 55°C (300 rpm continuous shaking in a thermomixer). After centrifugation for 15 min at 16,000 g (room temperature), the supernatant was transferred into a new tube avoiding the debris. The centrifugation step was repeated after the addition and mixing of the same volume of isopropanol. The resulting pellet was then washed twice with 500 µl of EtOH 70% (centrifugation at 16,000 g for 10 min, RT). The remaining ethanol was then carefully removed and the pellet air dried for 5–10 min at 55°C (open caps). The dried pellet was then resuspended with 55 µl of EB buffer (10 mM Tris-HCl pH 8) at 55°C for 1 h at 1400 rpm in a thermomixer, before being quantified (Qubit dsDNA BR – LifeTechnologies) and quality checked (Agilent 4200 TapeStation – Genomic Assay).

### WGBS library preparation

One microgram of purified DNA was sonicated using the Bioruptor Pico (Diagenode) for 15 cycles of 30-s ON/90 s OFF. NEB Next Ultra II DNA kit was used for end-repair, A-tailing, and ligation of pre-methylated unique-dual indexed adapters [54]. Bisulfite conversion was performed with EZ DNA Methylation-Gold (Zymo Research) according to the manufacturer’s instructions. The final amplification was performed with KAPA HiFi U+ (Roche Sequencing), IDT xGen Primers (20 µM – Integrated DNA Technologies), for a total of 12 PCR cycles.

Library QC was performed using the D1000 Assay on a 4200 Agilent TapeStation, and its concentration measured with the Qubit dsDNA BR Assay (LifeTechnologies). Libraries were sequenced on a NovaSeq6000 (S4 lane) as paired-end 150 bases.

### TBSeq (targeted bisulfite sequencing) library preparation

Five hundred nanograms of purified DNA was sonicated using the Bioruptor Pico (Diagenode) for 15 cycles of 30-s ON/90 s OFF. TBSeq libraries were prepared as previously described [60] except that biotinylated DNA probes (synthesized by IDT Technologies) complementary to the regions of interest of the *Xenopus tropicalis* genome were used in the hybridization capture. Library QC was performed as described above for the WGBS libraries. The final pool was sequenced on a NovaSeq6000 (SP lane) as paired-end 150 bases.

### Data processing

Demultiplexed Fastq files were subject to QC (FastQC – Babraham Bioinformatics) and trimming with cutadapt v2.10 [61] (options: -u −10 -U 10 -q 20 -m 50) before alignment to the *Xenopus tropicalis* genome (version XENTR_10.0) with BSBolt Align [62] (default options). PCR duplicates were removed with samtools markdup (option -r) v1.15 [63]. DNA methylation was called using BSBolt CallMethylation v1.3.0 (options: -BQ 10 -MQ 20 -IO) resulting in CGmap files. The matrices of common CpG sites (with at least 3× or 5× coverage) were produced using BSBolt AggregateMatrix. For the combined CGmap files, deduplicated bam files from each sample were merged into one bam file per age group (YOUNG, MID, OLD). DNA methylation was called as described above and the CpG matrix computed with all the common sites covered by a predefined threshold (3× used in Figure 1 B; 5× used in Figure 1a; 10× used for statistical analysis).

Data for metagene plots were calculated with CGmap tools (tools: bed2fragreg; mfg) [64]. Data for chromosome-wide DNA methylation distribution were calculated with CGmap tools (tool: mbin).

Average coverage for the TBSeq data was calculated using the mosdepth tool [65] with the bed file listing the target regions and each sample bam file. The CGmatrix of the TBSeq samples is comprised of common CpG sites with a coverage higher than 100 × .

Data from human mammary epithelial tissues were downloaded from the Encode database (doi:10.17989/ENCSR656TQD, file ENCFF699GKH).

All plots were generated in R (version 4.1.2). PCA was performed with the PCAtool package (v2.6.0) in R [66]. The preliminary methylation clock model was created with the ElasticNet function from the Python module sklearn.linear_model [67]. The chosen hyperparameters (alpha = 0.00283693 and l1_ratio = 0.5) were found via grid search with a LOOCV procedure with the ElasticNetCV function (code available at the repository: https://github.com/ronanbennett/xenopus-aging). The correlation and ANOVA analyses to select sites associated with the three different age groups were performed using the cor.test (Pearson) and anova functions in R, respectively. The top 4500 sites (ranked by correlation and ANOVA adjusted p-values) were selected for probe design, resulting in a final synthesis capturing approximately 3400 sites of the initial list. The closest genomic element for each site was calculated using bedtools closest tool (−t all option) using a combined annotation with repeats (from Xentr10.repeatMasked.gff) and genes (from XENTR_10.0_Xenbase.gff3). GO Enrichment was performed with PANTHER (PANTHER Overrepresentation Test – Released 20,221,013, via http://geneontology.org/) using the genes associated with the probes (discarding the repeats) as a test list (approx. 960 uniquely mapped IDs out of approx. 1400 uploaded) and all the *Xenopus tropicalis* genes as a reference list (total of 22,504 IDs, PANTHER version 17.0 Released 2022-02-22).

## Supplementary Material

Supplemental Material Click here for additional data file.

## Data Availability

Data are publicly available at the NCBI Gene Expression Omnibus SuperSeries GSE222108 (https://www.ncbi.nlm.nih.gov/geo/). The SuperSeries is composed of two SubSeries: GSE221656 for WGBS and GSE222107 for TBSeq.

# Supplementary material for: Age-associated DNA methylation changes in Xenopus frogs
**Source:** Epigenetics. 2023 Apr 24;18(1):2201517. doi: 10.1080/15592294.2023.2201517
**Supplement:** Supplemental Material

# Supplementary Materials

**Supplementary Table 1:** WGBS sequencing stats

**Supplementary Table 2:** Predictive CpG sites coordinates.

**Supplementary Table 3:** Selected regions (probes) coordinates.

**Supplementary Table 4:** Selected regions (probes) nearest genomic elements (repeats/gene).

**Supplementary Table 5:** PANTHER GO analysis. Databases interrogated: PANTHER Protein Class; PANTHER GO-Slim Biological Process, Cellular Component, and Molecular Function. For GO-Slim results, only the most specific subclass is shown (parent terms removed). The terms are sorted by FDR, and only terms with an FDR <0.05 are shown.

**Supplementary Table 6:** TBSeq samples and stats.

**Supplementary Figure 1:** Comparison of DNA methyltransferases and main accessory proteins from *H. sapiens* (*Hs*) and *X. tropicalis* (*Xt*).

(A) *De novo* DNA methyltransferases: XtDNMT3a (accession number F7BU15), HsDNMT3a (Q9Y6K1), HsDNMT3b (Q9UBC3), and HsDNMT3L (Q9UJW3). PWWP domain: Pro-Trp-Trp-Pro motif (fuchsia) ; ADD domain: ATRX-DNMT3-DNMT3L, comprised of an N-terminal C2C2-type zinc finger (GATA-like), an imperfect PHD-type C4C4 zinc finger PHD finger and a C-terminal α-helix (olive). DNA-(cytosine-C5)-Methyltransferase Domain: catalytic domain (light blue). DNA-(cytosine-C5)-Methyltransferase Domain – like: inactive methyltransferase domain in DNMT3L (white with light blue zig-zags).

(B) Maintenance DNA methyltransferases: XtDNMT1 (F6QE78); HsDNMT1 (P26358); XtUHRF1 (F6UA42); HsUHRF1 (Q96T88). DMAP1-BD: interaction module that binds the transcriptional co-repressor DMAP1 (DNA methyltransferase-associated protein 1) (purple). PCNA-BD: Proliferating cell nuclear antigen interaction domain (lavender). In XtDNMT31, the PCNA-BD is colored with lavender stripes because no domain was predicted in this region despite the high levels of sequence identity in this region. NLS: nuclear localization signal (green). No prediction present for XtDNMT1. DRFtD: DNA replication foci-targeting domain (salmon). Despite the sequence similarity, the predicted domain in XtDNMT1 is shorter than the human counterpart (salmon diagonal stripes in the missing regions). CXXC-type: CXXC zinc finger domain (dark grey). Autoinhibitory linker, not predicted in XtDNMT1 despite high sequence similarity (red/diagonal red stripes). BAH1/BAH2: Bromo-adjacent homology domain (brown/dark orange). (GK)n: glycine-lysine (GK) repeats (bright yellow). DNA-(cytosine-C5)-Methyltransferase Domain: catalytic domain (light blue). Ub-like: ubiquitin-like domain (blue). TTD: tandem Tudor domain (orange). PHD: Plant Homeo Domain finger (grey). SRA: SET and RING-finger Associated domain containing the YDG motif, 5^me^C binding pocket, and residues important for base flipping (gold). RING: RING (really interesting new gene) zinc-finger (light green).

Diagonal black-striped boxes indicate a predicted disordered consensus sequence. Domains in the Xt proteins have been compiled from InterProScan predictions.

**Supplementary Figure 2:** Predictive CpG sites. (A) Number of CpG sites used in N models. E.g. The CpG sites in the category “Number of models = 9” correspond to the sites employed by all 9 models; the CpG sites in the category “Number of models = 5” correspond to the sites employed in 5 models only (9 models total). (B) Distribution of the closest genomic elements for all CpG sites used in at least one model (left, corresponding to all the 331 CpG sites) and for the CpG sites common to all 9 models (right, corresponding to the black bar in Supplementary Figure 2A, for a total of 57 CpG sites). Refer to Supplementary Table 2 for the list of the predictive CpG sites.

**Supplementary Figure 3:** (A) Distribution of distances between selected regions (refer to Supplementary Table 3) and genome elements: genes (left) and repeats (right). (B) Distribution of the closest genomic elements (both genes and repeats) for each selected region.

**Supplementary Figure 4:** (A) Overlap between the 331 predictive CpG sites (divided by the number of models they appear in) and the 3441 selected regions (light blue). (B) DNA methylation levels of the predictive CpG sites not overlapping with the selected regions (green gradient). (C) DNA methylation levels of the predictive CpG sites overlapping with the selected regions (purple gradient).

**Supplementary Figure 5:** (A) Correlation (Pearson) between samples’ age and Principal Components (PC), p-value and adjusted p-value (Holm method). (B) Scatterplots between PCs and samples’ age.

**Supplementary Figure 6:** Autocorrelation of CpG DNA methylation for the closest 20 CpG sites (Lag). Lag =0 (the site itself) has been omitted for all samples (r =1).

**Supplementary Figure 7:** Pilot Targeted Bisulfite Sequencing (TBSeq) on 16 *X. tropicalis* samples using the selected age-associated CpG sites. (A) Principal component analysis using common CpG sites covered by at least 100 reads filtered to remove the variables with low variance (PCAtools, removeVar = 0.1). Samples are colored based on age. (B) Pearson correlation followed by hierarchical clustering using all 100x covered common CpG sites. (C) Heatmap showing the DNA methylation levels of the most variable CpG sites (approximately 500 sites).

# Supplementary material for: Age-associated DNA methylation changes in Xenopus frogs
**Source:** Epigenetics. 2023 Apr 24;18(1):2201517. doi: 10.1080/15592294.2023.2201517
**Supplement:** Supplemental Material

# Supplementary Figure 1

A

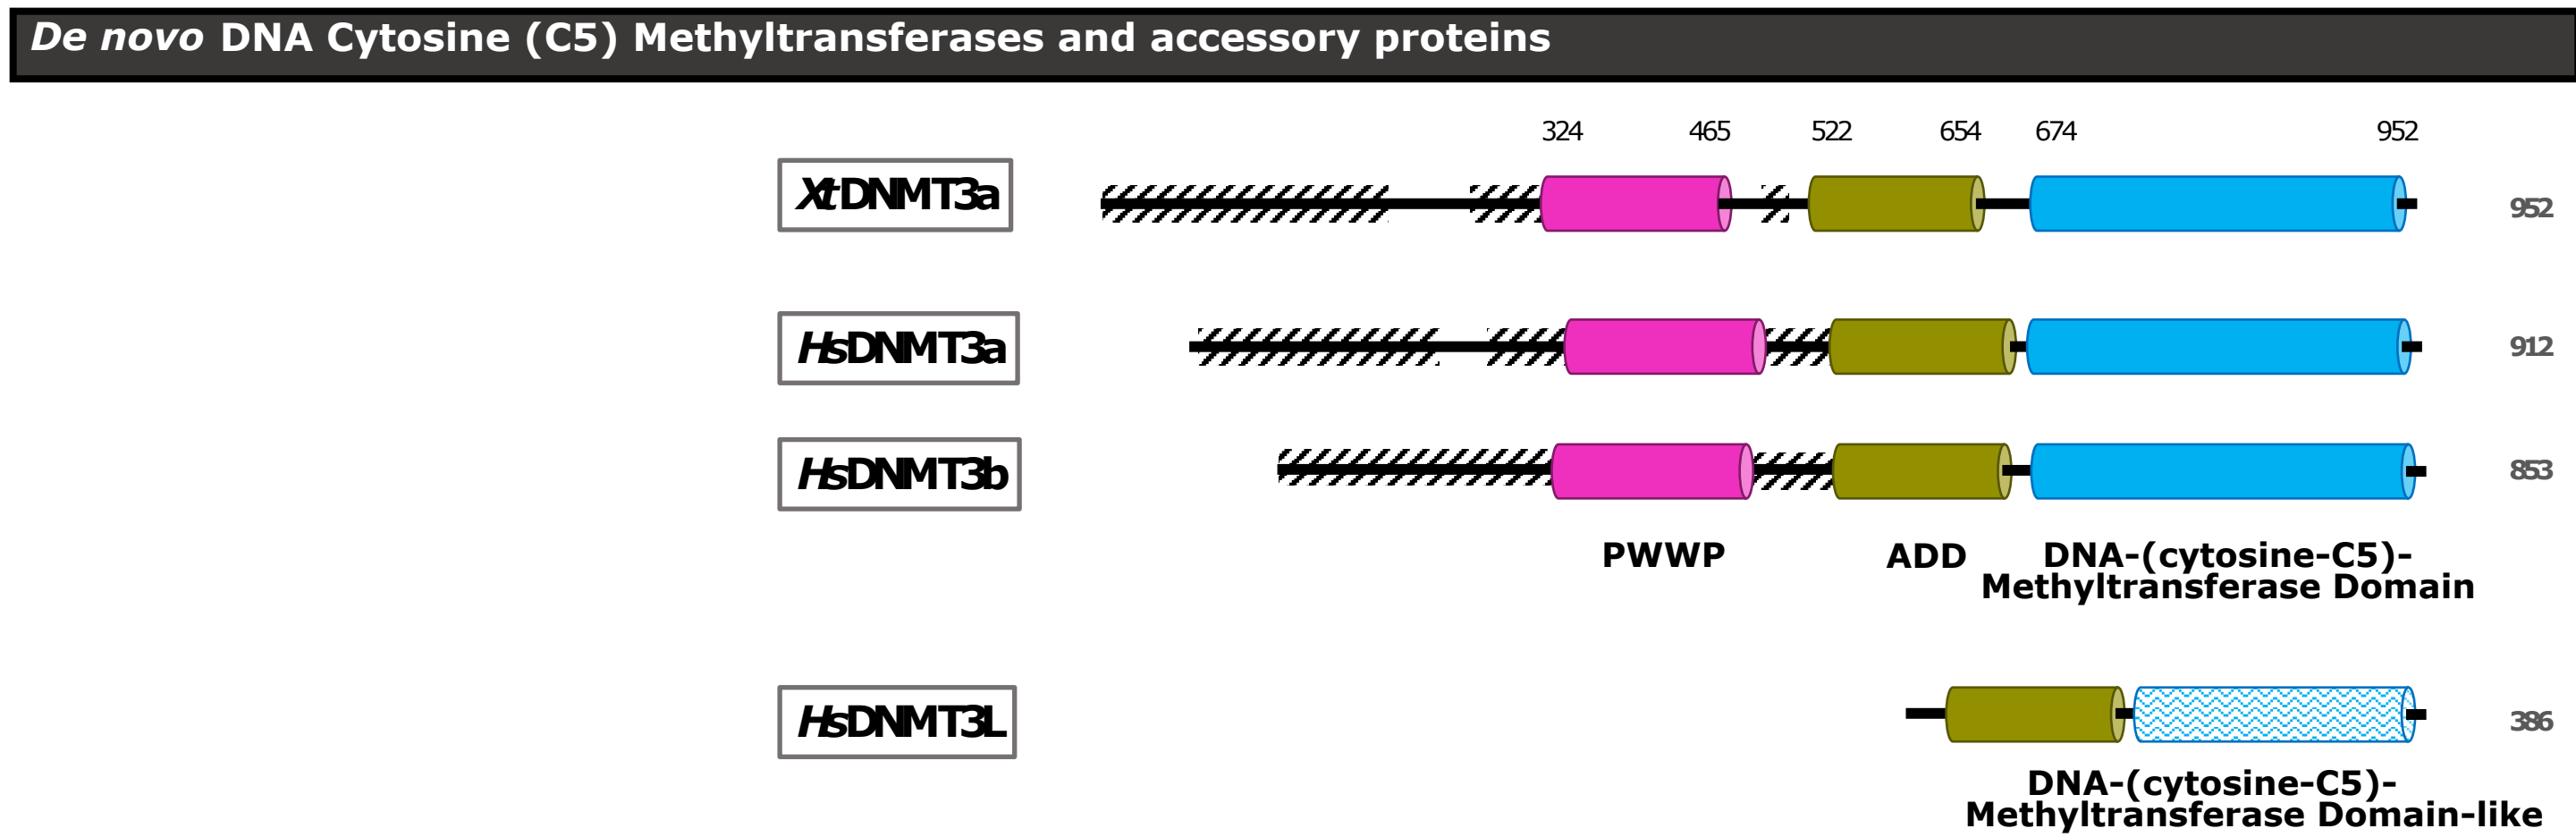

B

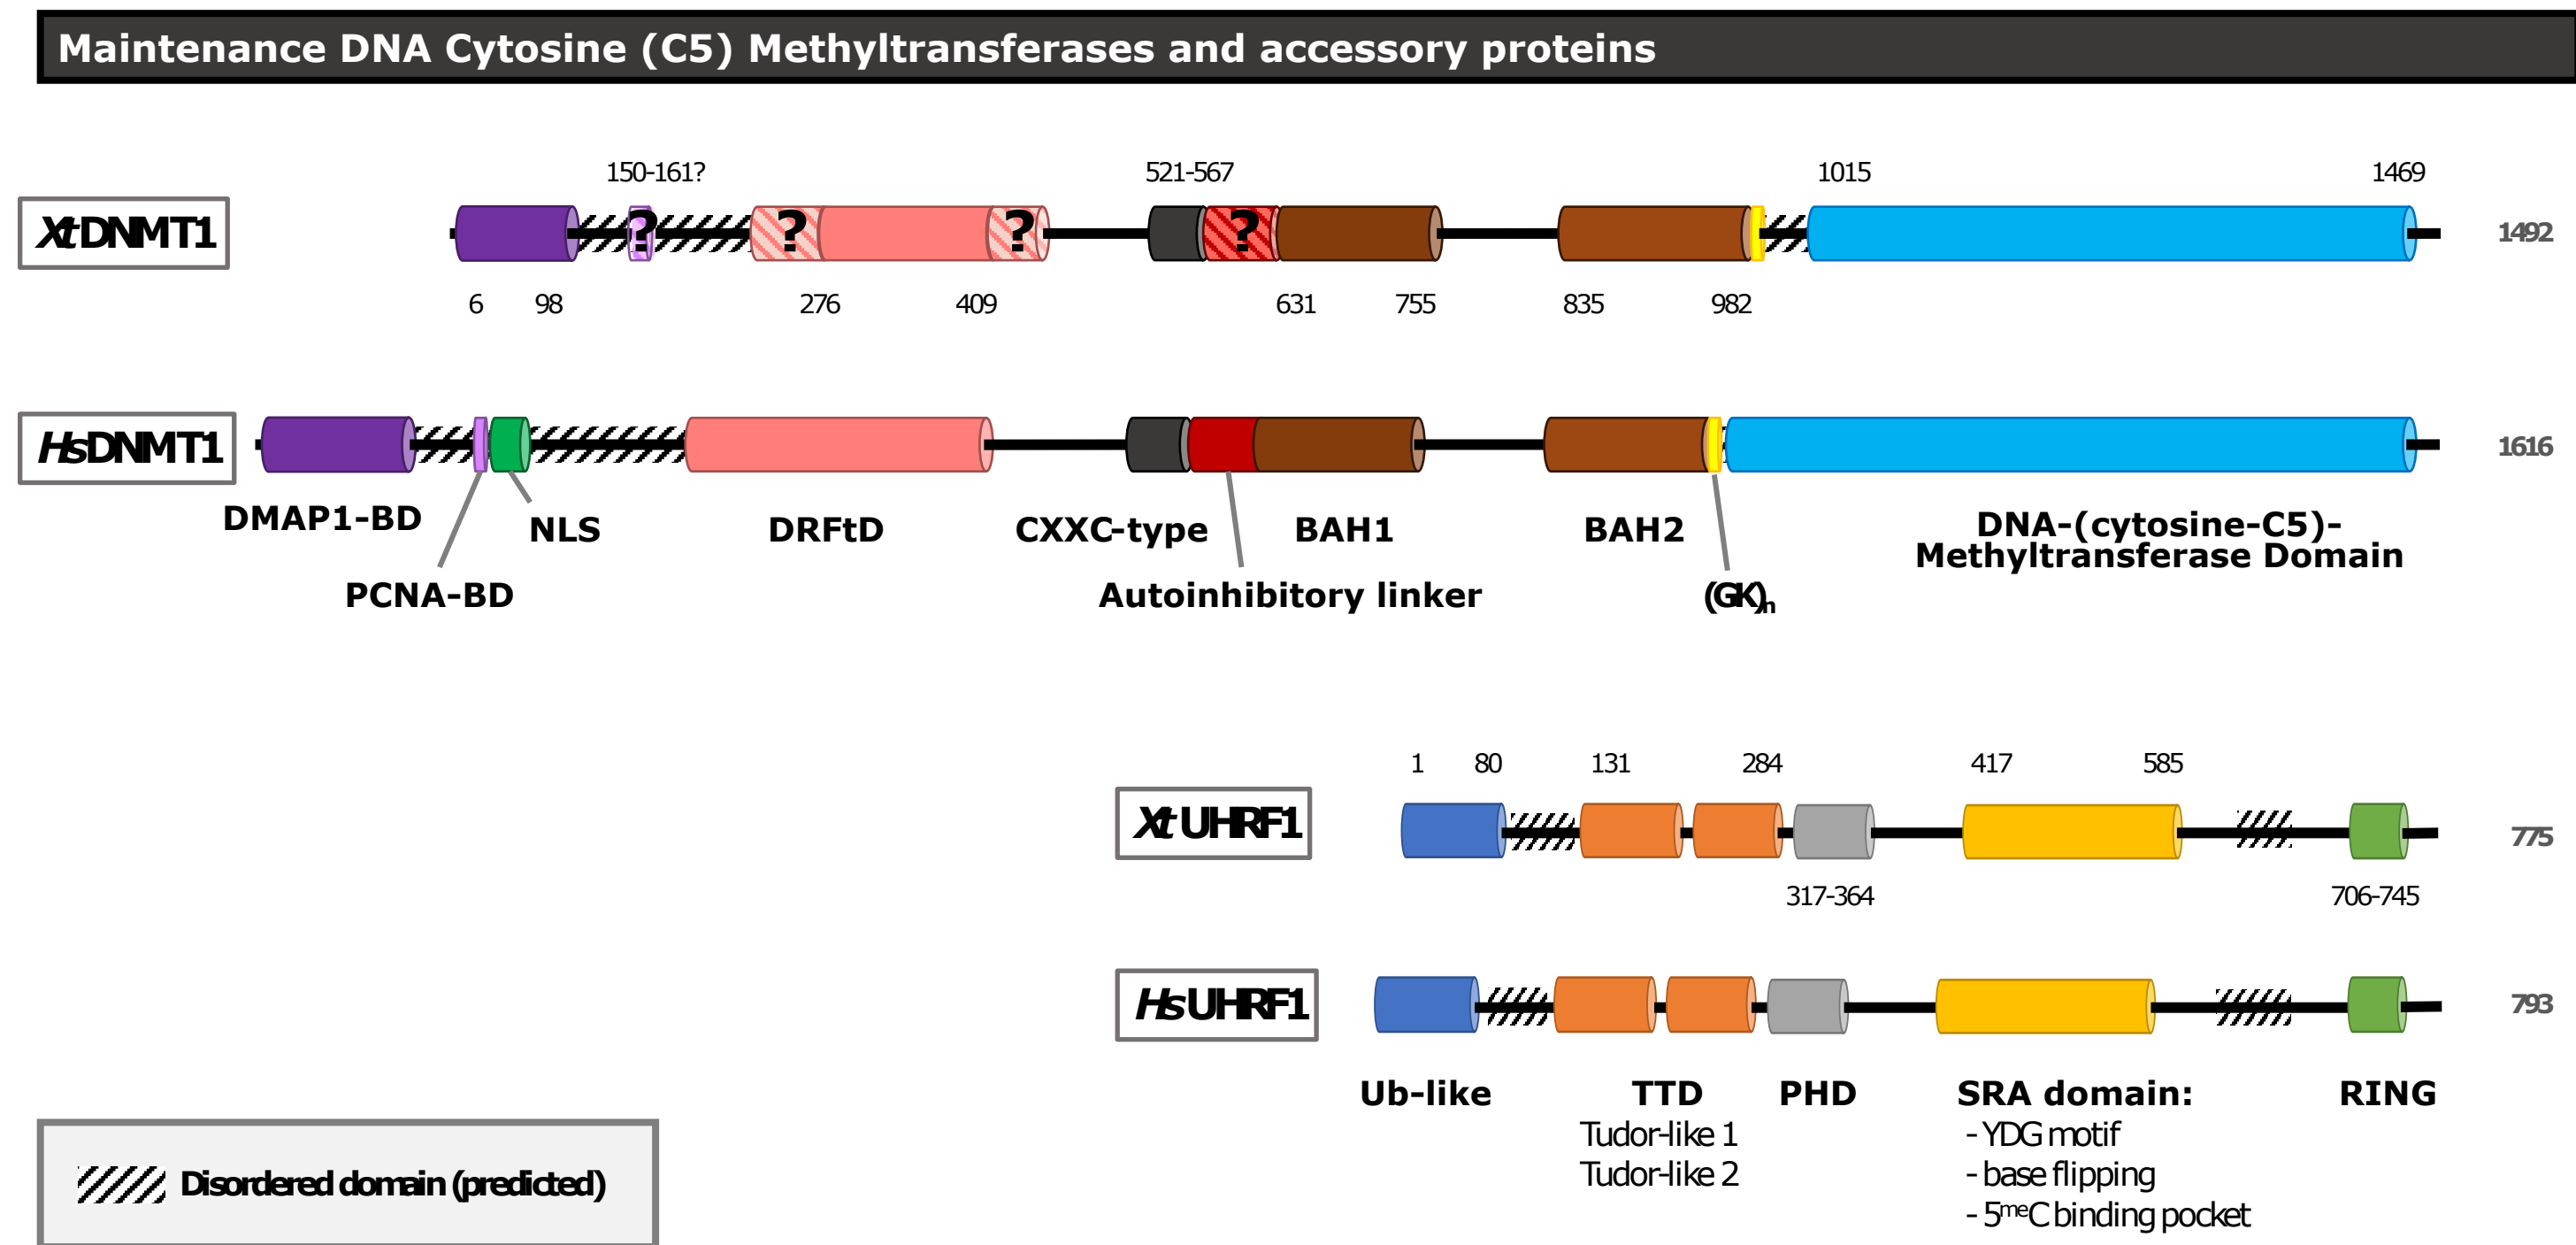

**Supplementary Figure 1:** Comparison of DNA methyltransferases and main accessory proteins from *H. sapiens* (*Hs*) and *X. tropicalis* (*Xt*).

(A) *De novo* DNA methyltransferases: XtDNMT3a (accession number F7BU15), HsDNMT3a (Q9Y6K1), HsDNMT3b (Q9UBC3), and HsDNMT3L (Q9UJW3). PWWP domain: Pro-Trp-Trp-Pro motif (fuchsia) ; ADD domain: ATRX-DNMT3-DNMT3L, comprised of an N-terminal C2C2-type zinc finger (GATA-like), an imperfect PHD-type C4C4 zinc finger PHD finger and a C-terminal  $\alpha$ -helix (olive). DNA-(cytosine-C5)-Methyltransferase Domain: catalytic domain (light blue). DNA-(cytosine-C5)-Methyltransferase Domain – like: inactive methyltransferase domain in DNMT3L (white with light blue zig-zags).

(B) Maintenance DNA methyltransferases: XtDNMT1 (F6QE78); HsDNMT1 (P26358); XtUHRF1 (F6UA42); HsUHRF1 (Q96T88). DMAP1-BD: interaction module that binds the transcriptional co-repressor DMAP1 (DNA methyltransferase-associated protein 1) (purple). PCNA-BD: Proliferating cell nuclear antigen interaction domain (lavender). In XtDNMT31, the PCNA-BD is colored with lavender stripes because no domain was predicted in this region despite the high levels of sequence identity in this region. NLS: nuclear localization signal (green). No prediction present for XtDNMT1. DRFtD: DNA replication foci-targeting domain (salmon). Despite the sequence similarity, the predicted domain in XtDNMT1 is shorter than the human counterpart (salmon diagonal stripes in the missing regions). CXXC-type: CXXC zinc finger domain (dark grey). Autoinhibitory linker, not predicted in XtDNMT1 despite high sequence similarity (red/diagonal red stripes). BAH1/BAH2: Bromo-adjacent homology domain (brown/dark orange). (GK)n: glycine-lysine (GK) repeats (bright yellow). DNA-(cytosine-C5)-Methyltransferase Domain: catalytic domain (light blue). Ub-like: ubiquitin-like domain (blue). TTD: tandem Tudor domain (orange). PHD: Plant Homeo Domain finger (grey). SRA: SET and RING-finger Associated domain containing the YDG motif, 5meC binding pocket, and residues important for base flipping (gold). RING: RING (really interesting new gene) zinc-finger (light green).

Diagonal black-striped boxes indicate a predicted disordered consensus sequence. Domains in the *Xt* proteins have been compiled from InterProScan predictions.

# Supplementary Figure 2

A

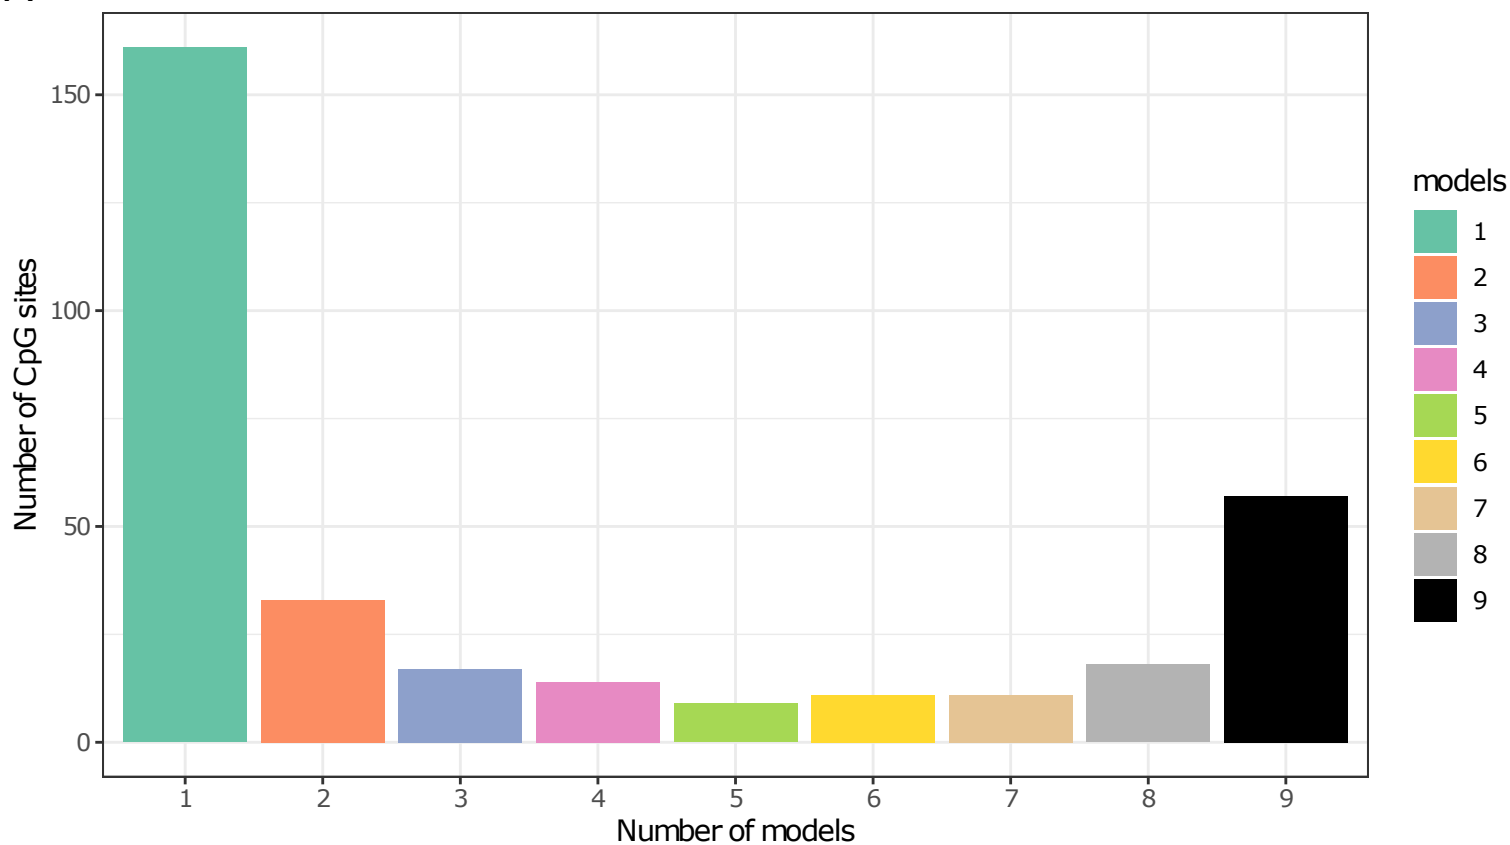

B

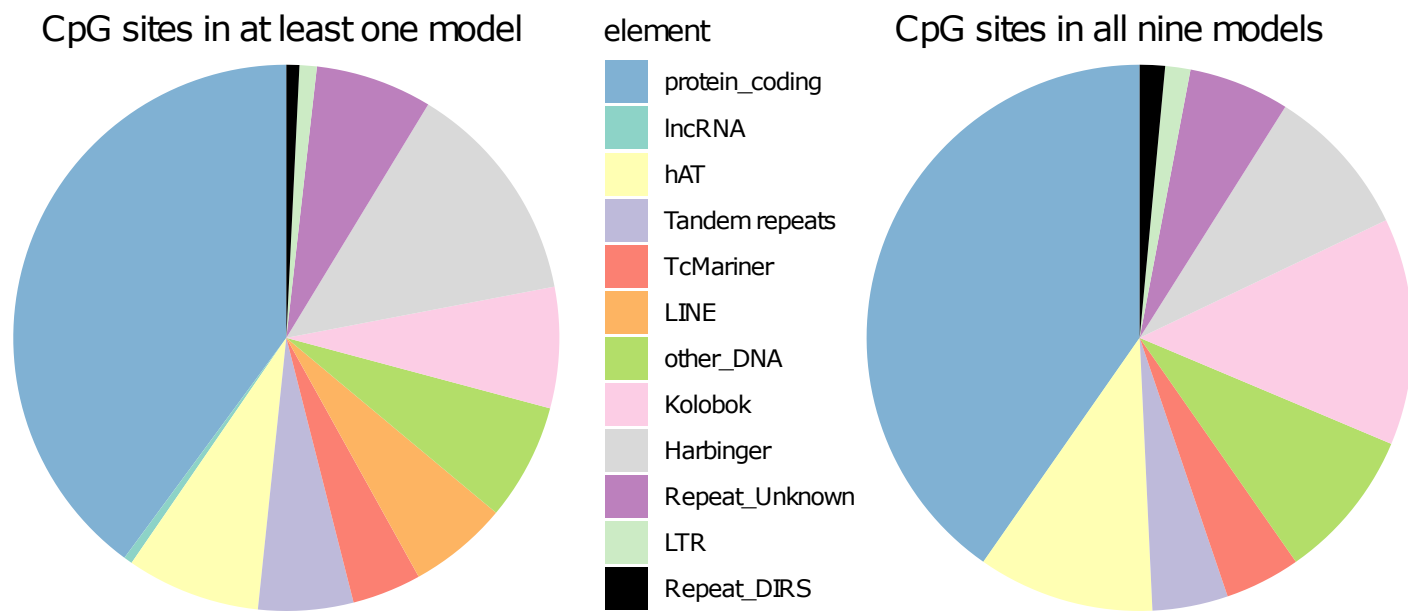

**Supplementary Figure 2:** Predictive CpG sites. (A) Number of CpG sites used in N models. E.g. The CpG sites in the category “Number of models = 9” correspond to the sites employed by all 9 models; the CpG sites in the category “Number of models = 5” correspond to the sites employed in 5 models only (9 models total). (B) Distribution of the closest genomic elements for all CpG sites used in at least one model (left, corresponding to all the 331 CpG sites) and for the CpG sites common to all 9 models (right, corresponding to the black bar in Supplementary Figure 2A, for a total of 57 CpG sites). Refer to Supplementary Table 2 for the list of the predictive CpG sites.

# Supplementary Figure 3

A

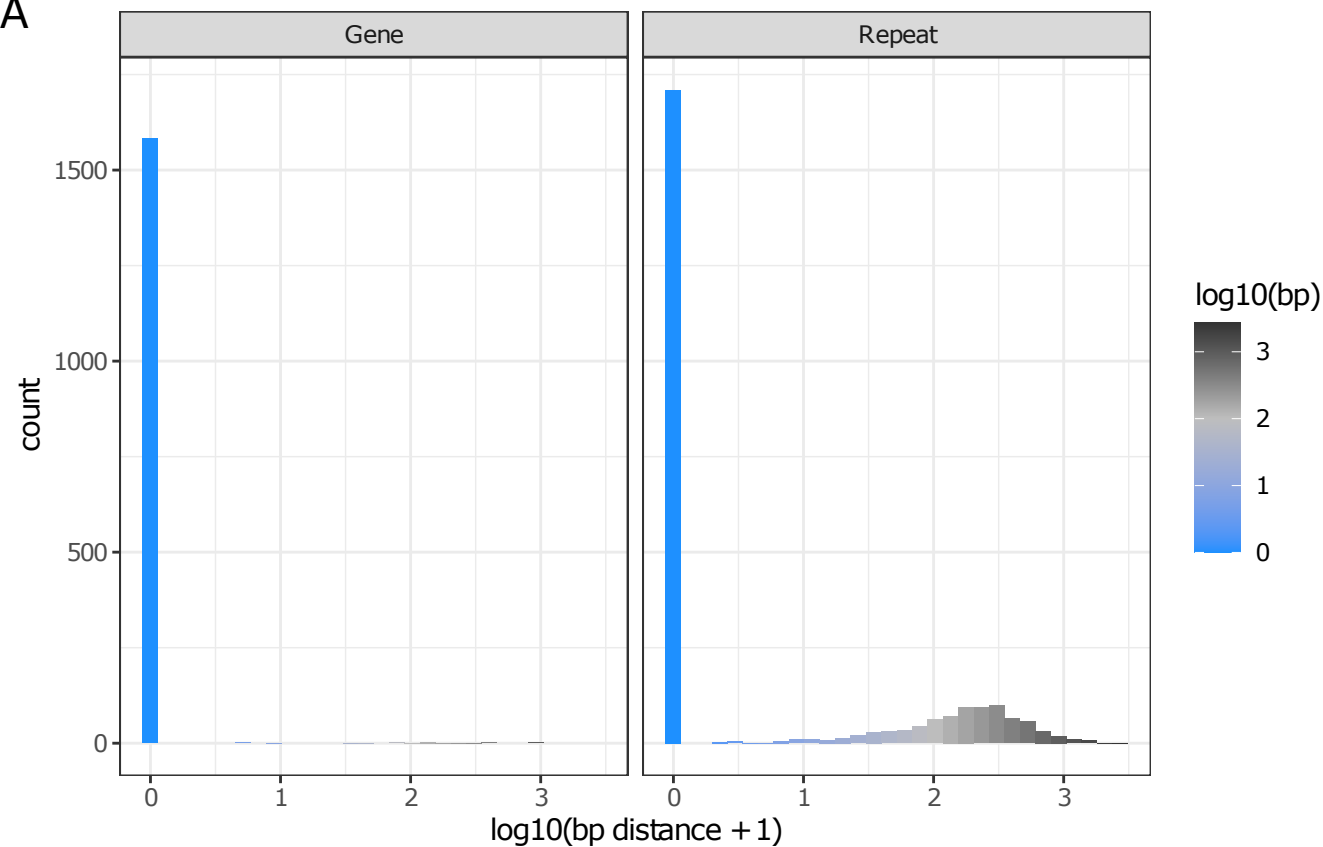

B

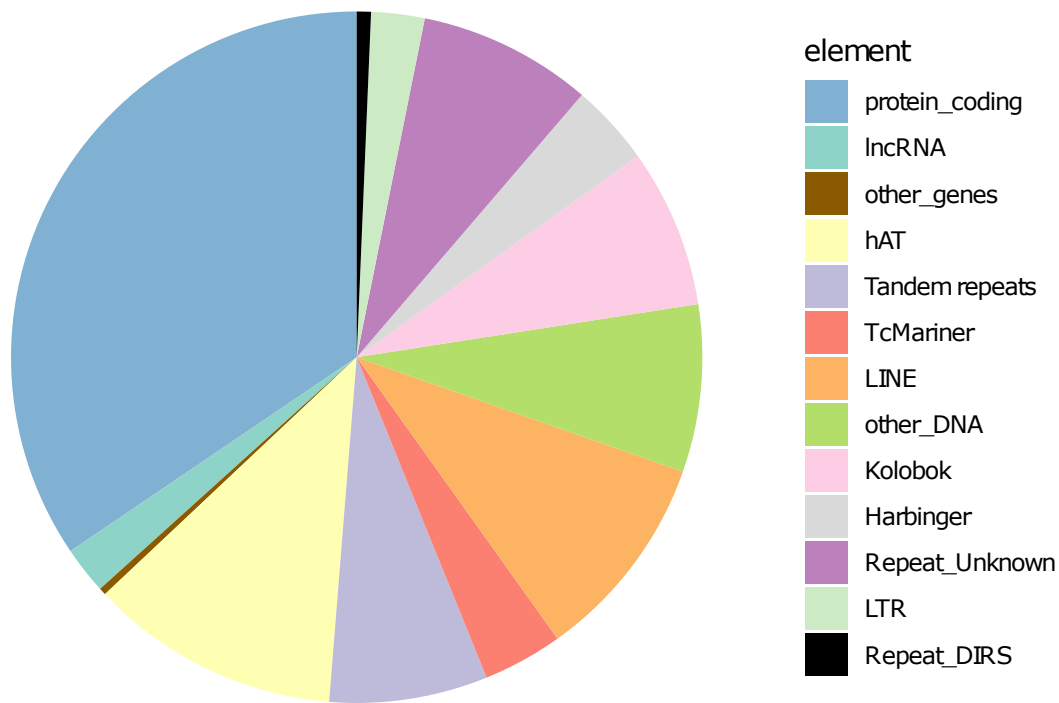

**Supplementary Figure 3:** (A) Distribution of distances between selected regions (refer to Supplementary Table 3) and genome elements: genes (left) and repeats (right). (B) Distribution of the closest genomic elements (both genes and repeats) for each selected region.

# Supplementary Figure 4

A

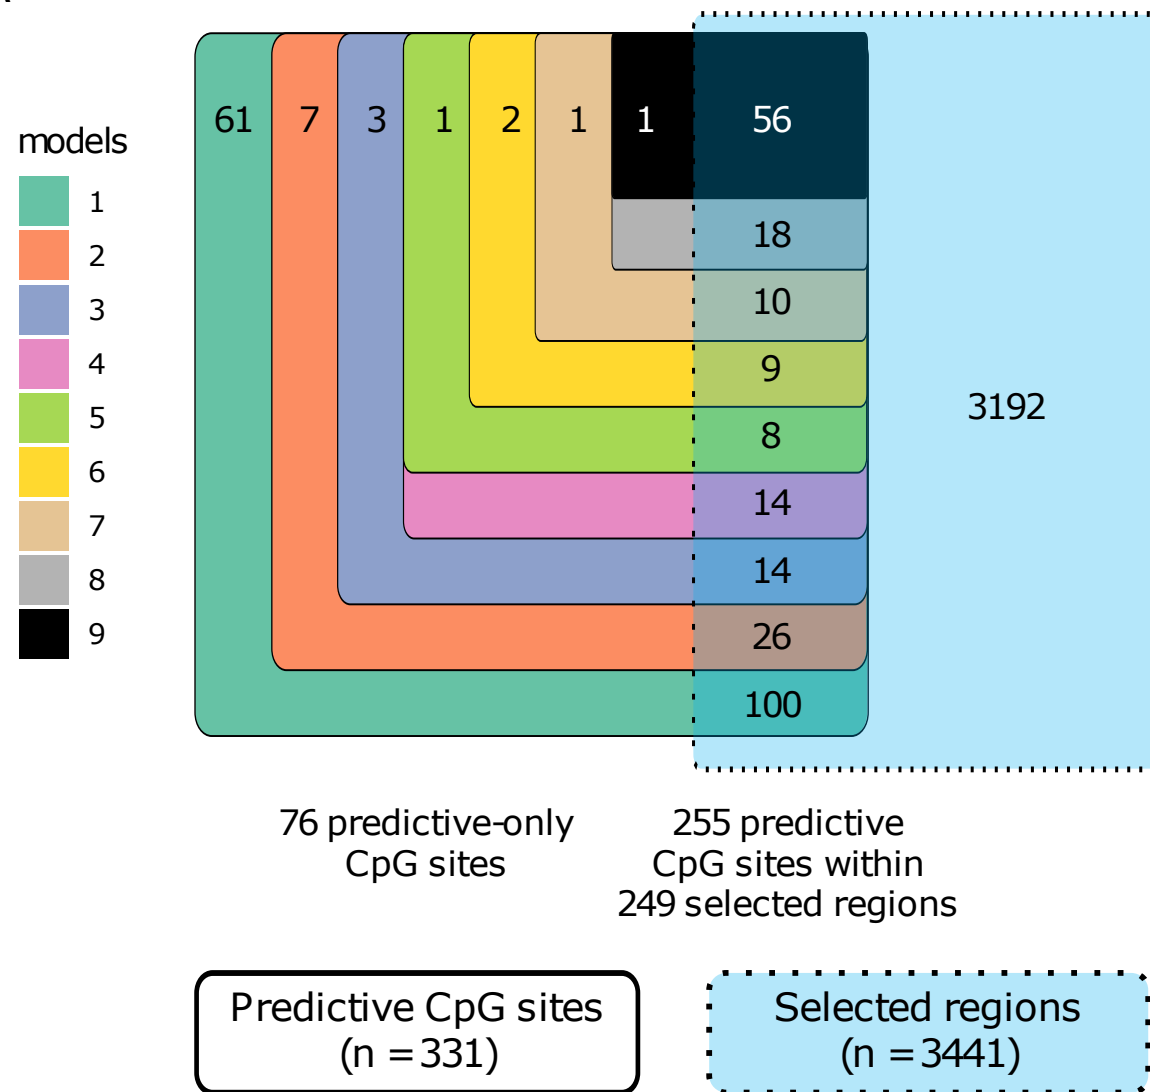

B

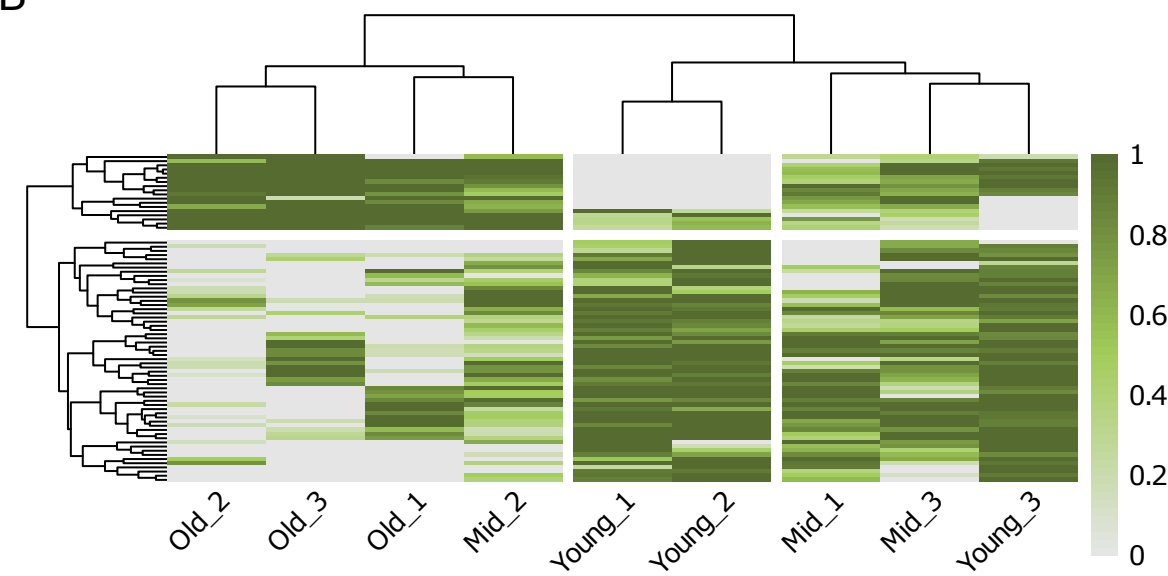

C

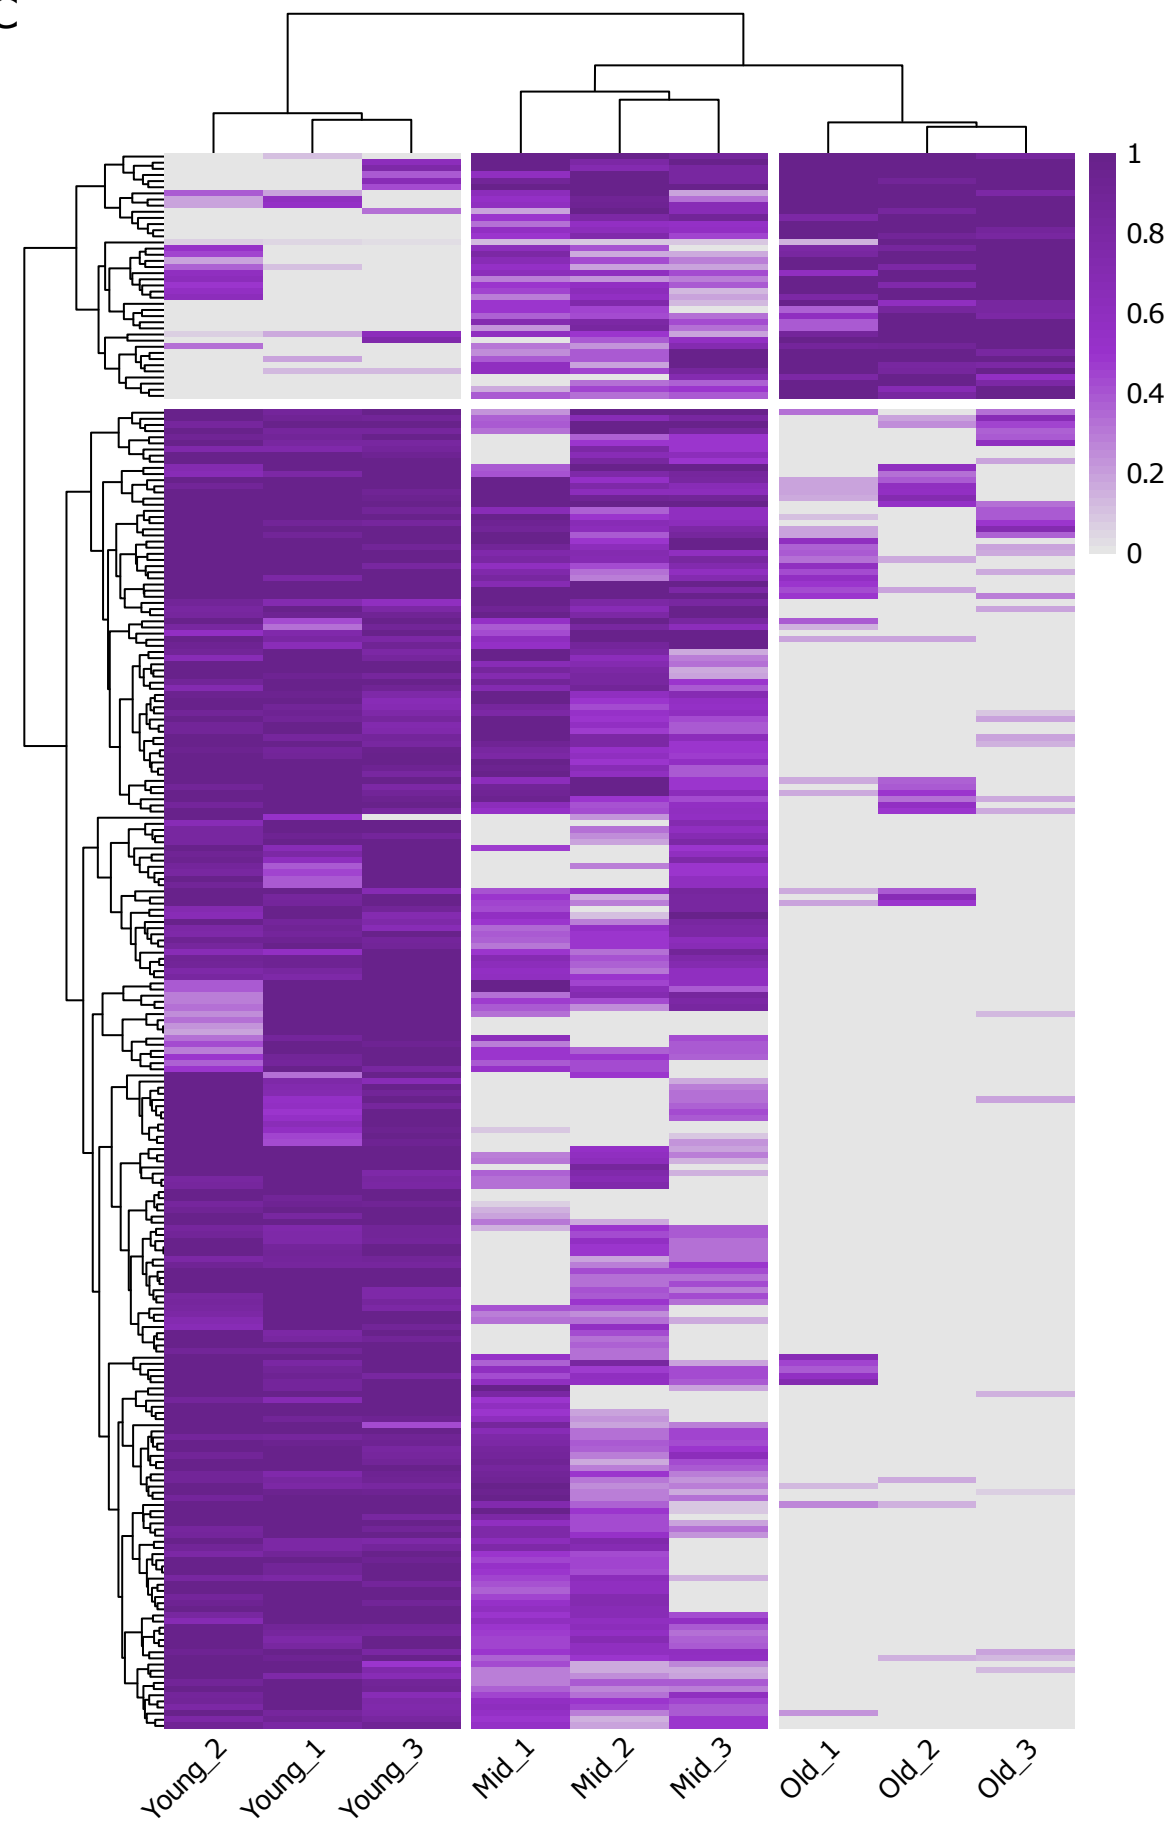

**Supplementary Figure 4:** (A) Overlap between the 331 predictive CpG sites (divided by the number of models they appear in) and the 3441 selected regions (light blue). (B) DNA methylation levels of the predictive CpG sites not overlapping with the selected regions (green gradient). (C) DNA methylation levels of the predictive CpG sites overlapping with the selected regions (purple gradient).

Supplementary Figure 5

A

| Var1 | Var2 | r (Pearson) | pValue | Adjusted pValue (Holm) |
|------|------|-------------|--------|------------------------|
| PC1  | Age  | -0.99       | 0.0001 | 0.0001                 |
| PC2  | Age  | -0.03       | 0.9308 | 1.0000                 |
| PC3  | Age  | -0.04       | 0.9085 | 1.0000                 |
| PC4  | Age  | -0.03       | 0.9337 | 1.0000                 |
| PC5  | Age  | -0.10       | 0.7970 | 1.0000                 |
| PC6  | Age  | -0.04       | 0.9241 | 1.0000                 |
| PC7  | Age  | -0.00       | 0.9952 | 1.0000                 |
| PC8  | Age  | -0.01       | 0.9793 | 1.0000                 |
| PC9  | Age  | 0.09        | 0.8152 | 1.0000                 |

B

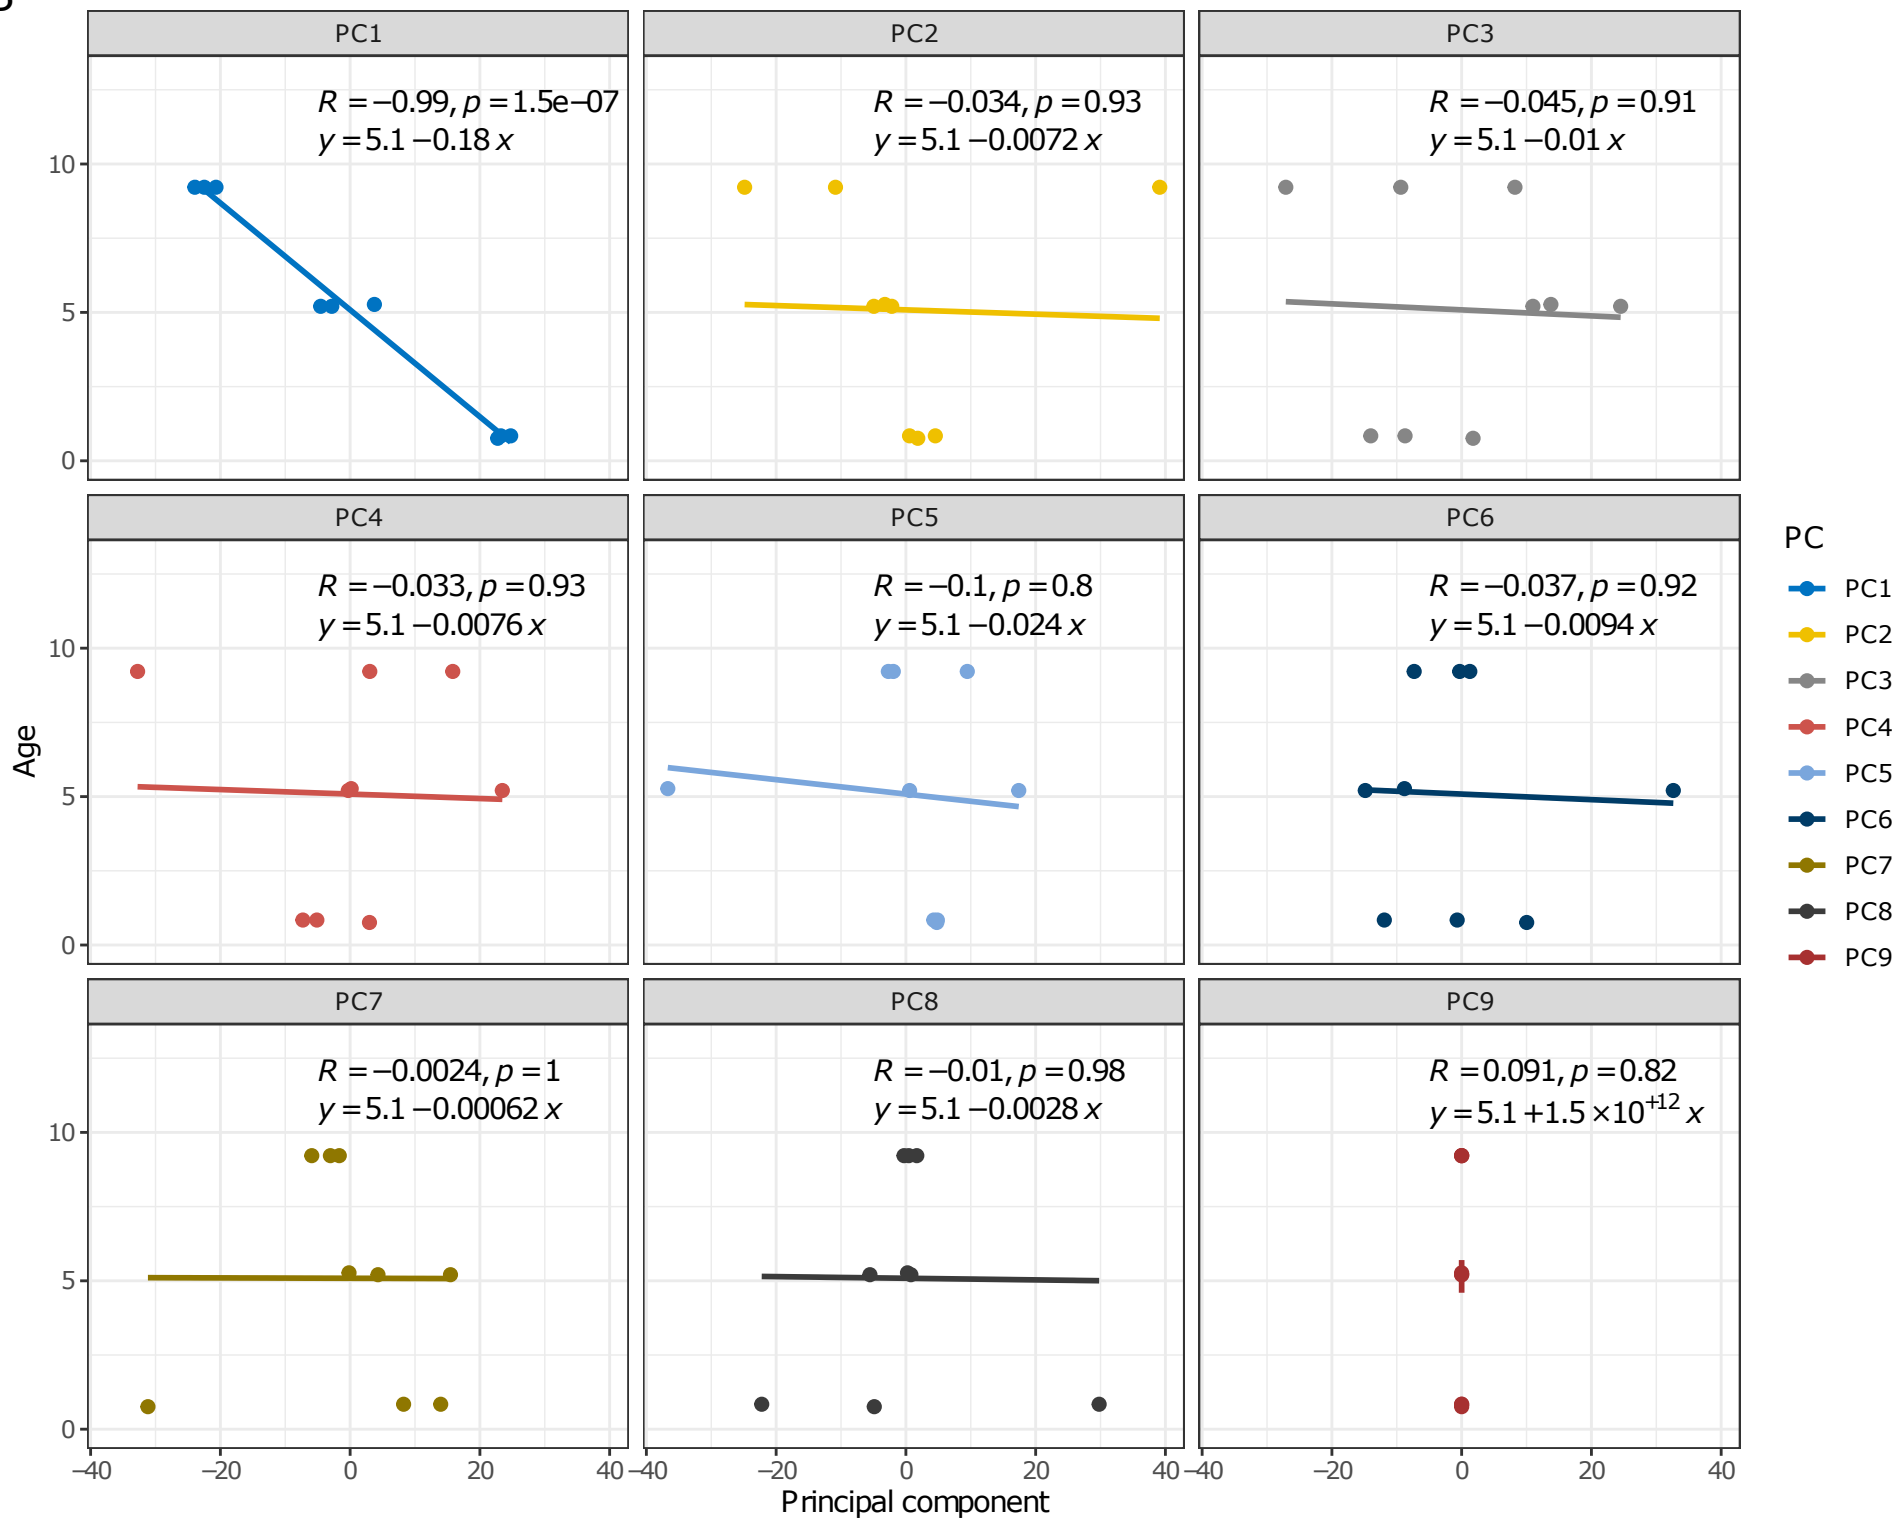

**Supplementary Figure 5:** (A) Correlation (Pearson) between samples' age and Principal Components (PC), p-value and adjusted p-value (Holm method). (B) Scatterplots between PCs and samples' age.

**Supplementary Figure 6**

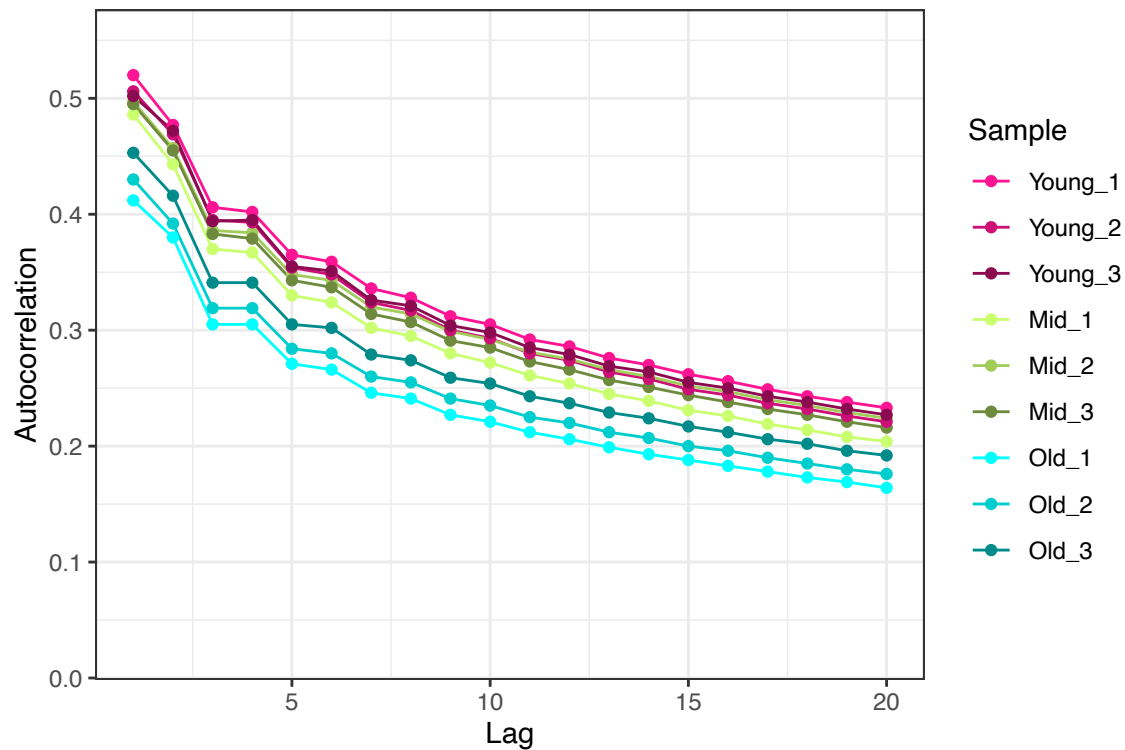

**Supplementary Figure 6:** Autocorrelation of CpG DNA methylation for the closest 20 CpG sites (Lag). Lag =0 (the site itself) has been omitted for all samples ( $r = 1$ ).

Supplementary Figure 7

A

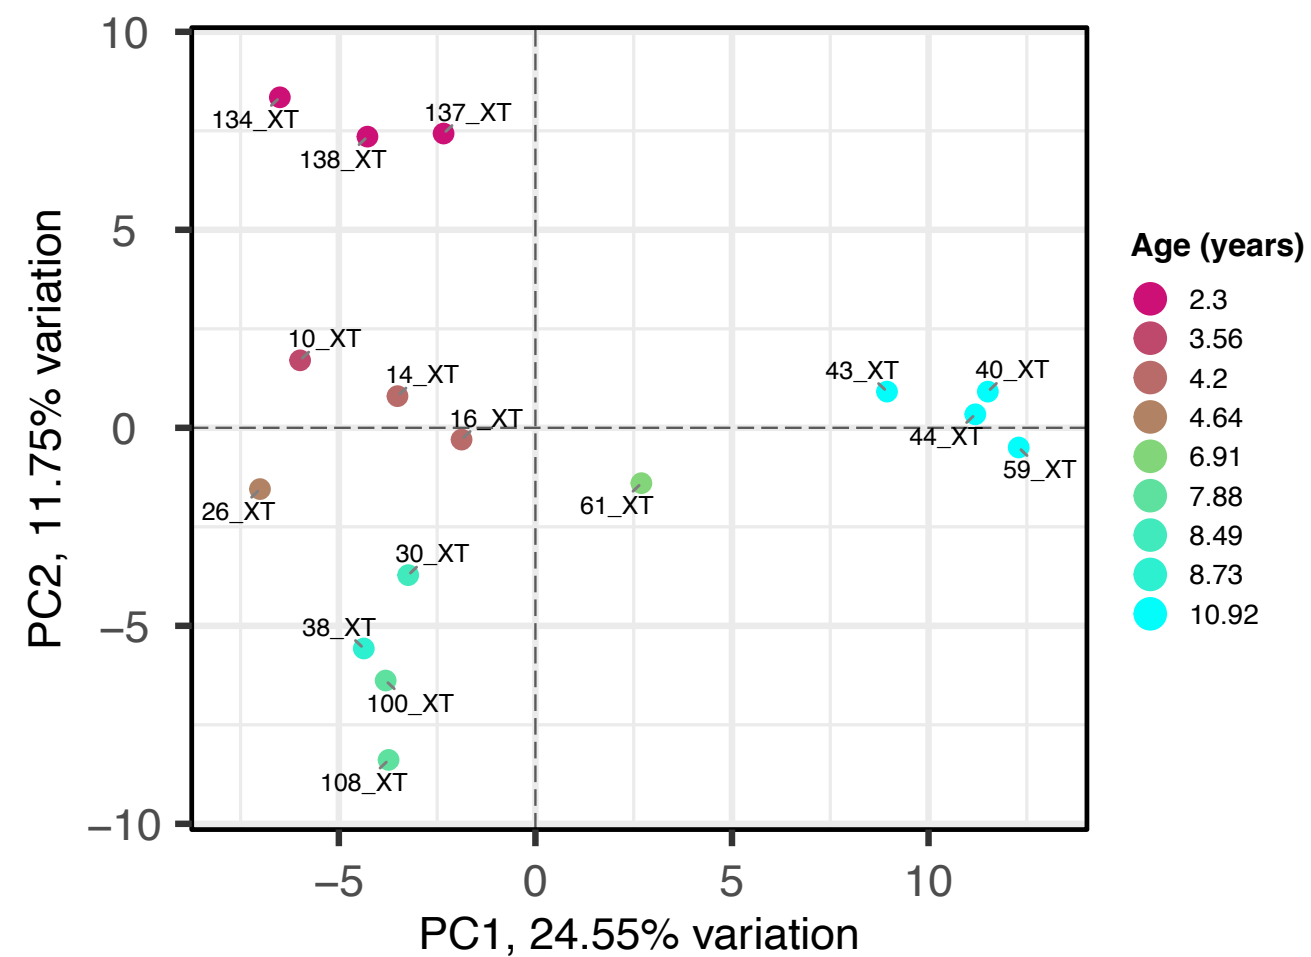

B

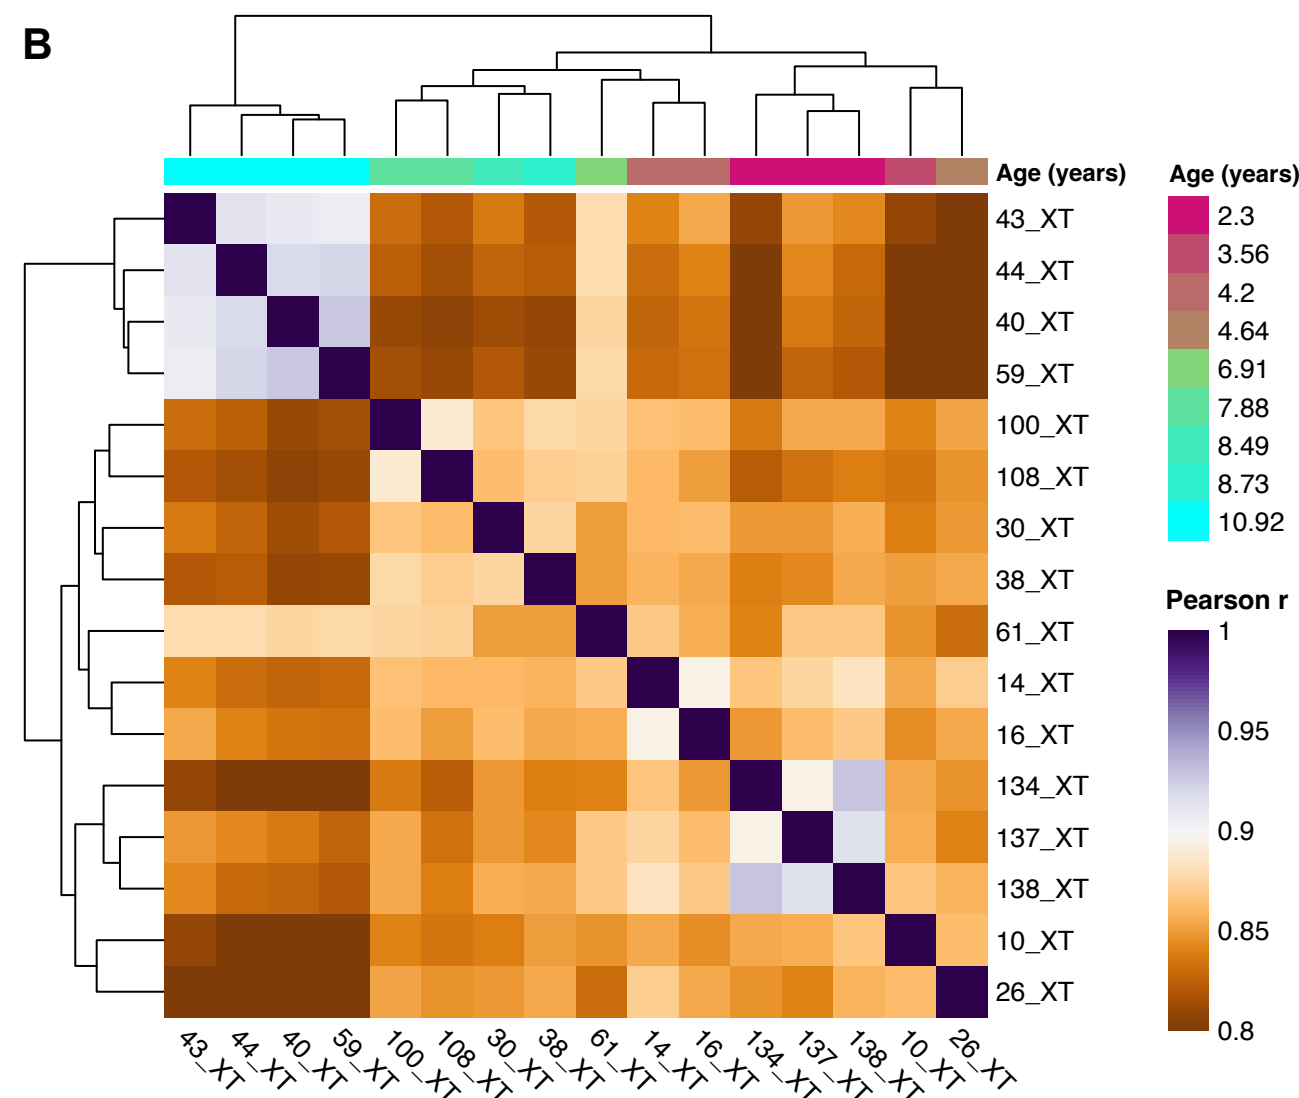

C

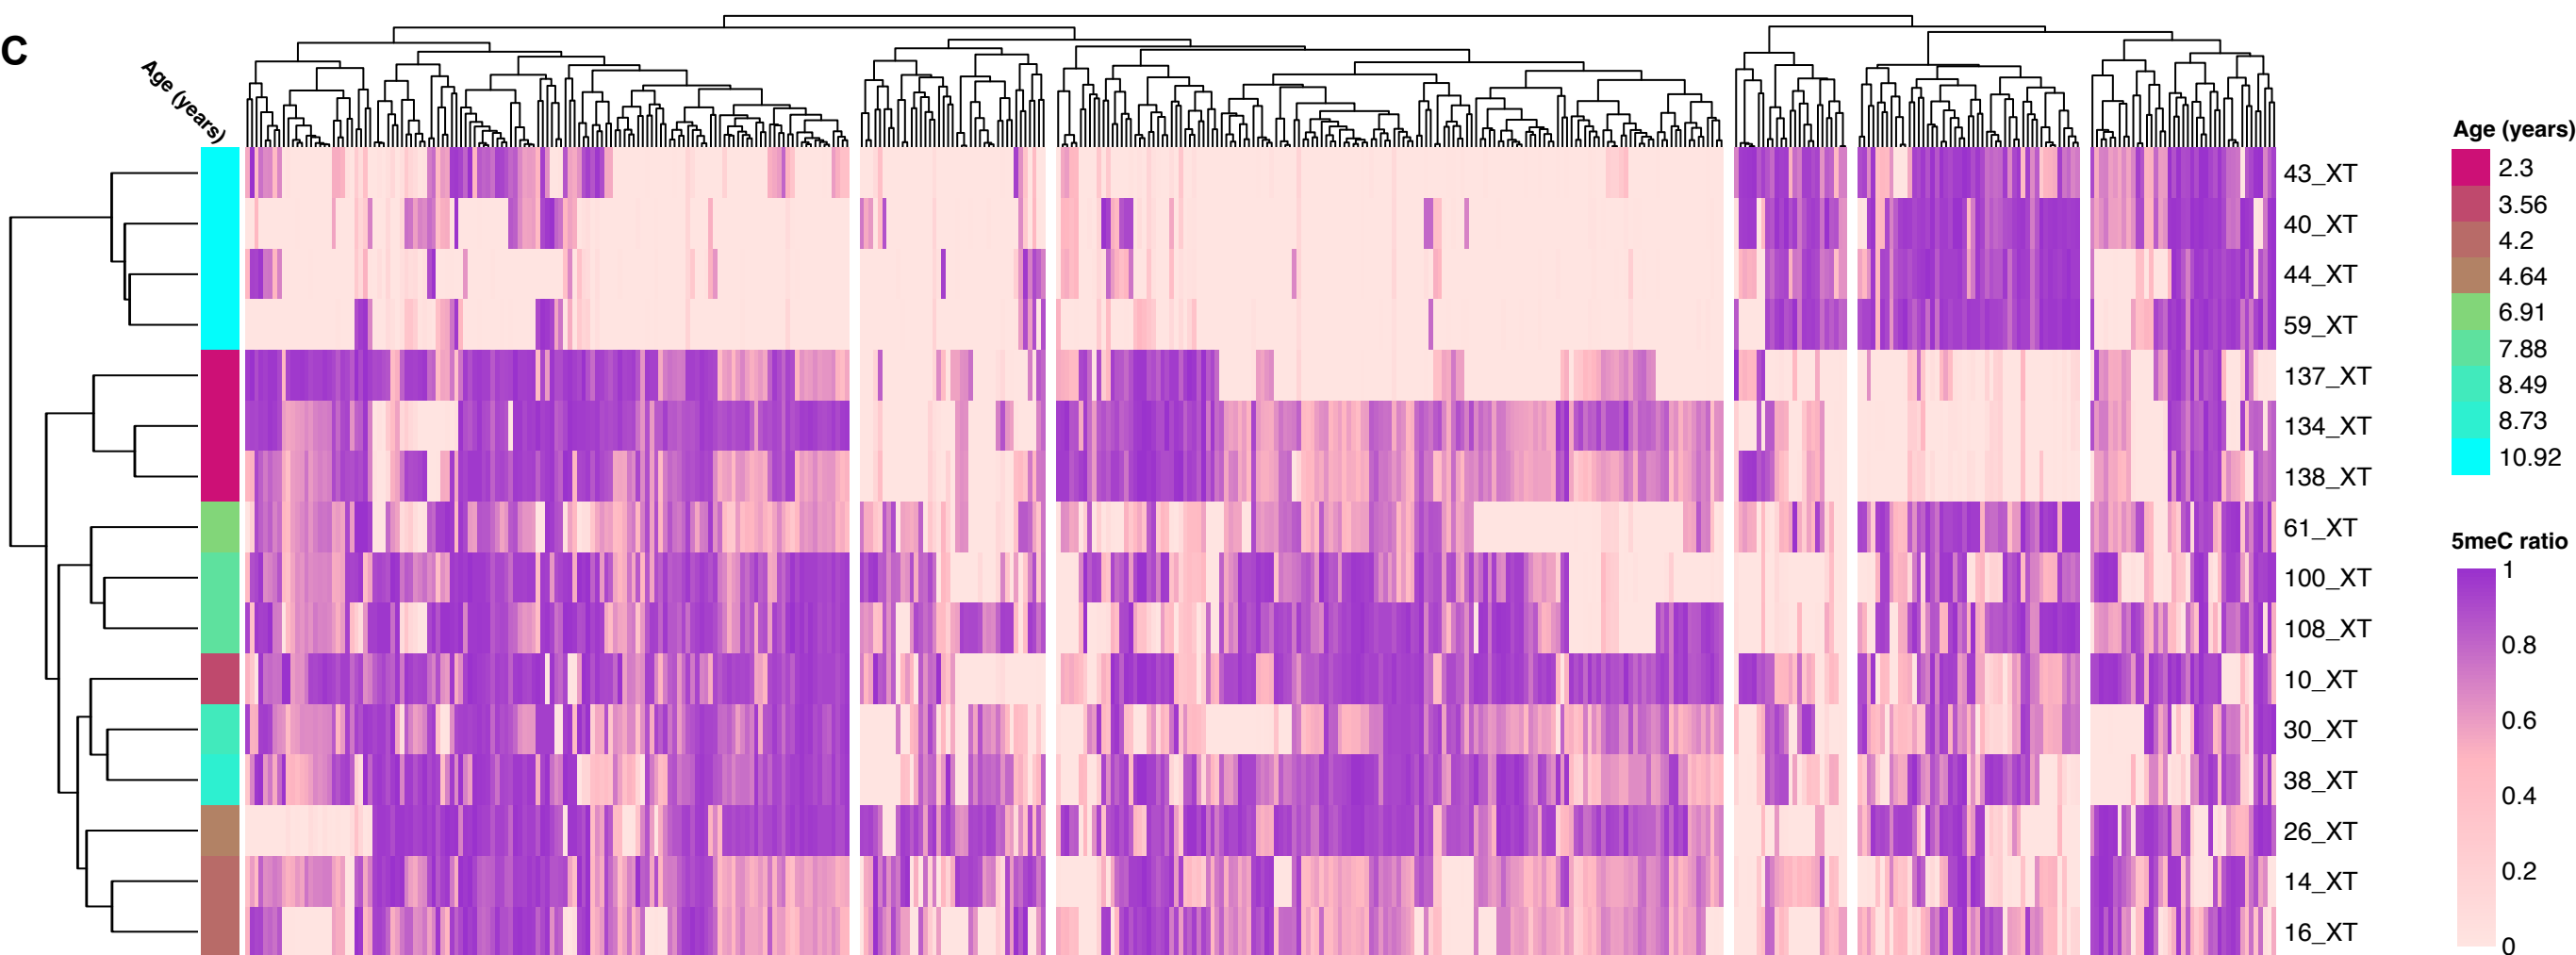

**Supplementary Figure 7:** Pilot Targeted Bisulfite Sequencing (TBSeq) on 16 *X. tropicalis* samples using the selected age-associated CpG sites. (A) Principal component analysis using common CpG sites covered by at least 100 reads filtered to remove the variables with low variance (PCAtools, removeVar = 0.1). Samples are colored based on age. (B) Pearson correlation followed by hierarchical clustering using all 100x covered common CpG sites. (C) Heatmap showing the DNA methylation levels of the most variable CpG sites (approximately 500 sites).

How the deposited data were processed for this re-analysis (not part of the article)

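DNA from the hindlimb webbing of 16 X. tropicalis frogs was analysed by TBSeq, in which biotinylated probes capture selected regions before bisulfite sequencing. The whole-genome libraries of the paper were not analysed here. The authors trimmed the reads with cutadapt, aligned them with BSBolt to XENTR_10.0, removed PCR duplicates with samtools, called methylation with BSBolt and deposited, for each frog and each CpG site common to all frogs, the methylated fraction. The paper states a minimum coverage for these sites, but the deposited fraction carries no counts, so the depth per site is unknown and another coverage minimum could not be tried. Mean coverage on the target regions was taken from the paper's supplementary table and ranged from 399 to 811 reads per frog.

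Ages, strains and birth dates came from the sample labels and the paper's supplementary table. Frogs of the same strain and birth date were treated as a stock. No column of another sample was used (0 such columns). The per-frog means and standard deviations of the fractions differed from those in the paper's table by at most 0.000424. Of the 1317 genes in the paper's list of elements near the probes, 76.2% had a site of the matrix within 3000 bp in the RefSeq gene table of UCB_Xtro_10.0, against 2.44% of the 27541 other genes. That table was used only for gene names.

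Relations of single sites with age, and the contrast of the 10.9 y frogs with the others, were fitted to the fractions with limma 3.58.1 in R 4.3.3, with a threshold of 0.05 on the Benjamini-Hochberg adjusted p. Choices of 4 frogs, correlations over fewer than 10 values, signs of 3 stocks and pairs of stocks were tested by exact permutation, other single comparisons with 100000 permutations, and the correlation of predictive sites within chromosomes with 10000 exchanges of chromosome names. Principal components, correlations, clustering and elastic net regression used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and scikit-learn 1.9.0. The elastic net used the alpha of 0.00283693 and the l1_ratio of 0.5 given in the paper's methods and up to 10000 iterations, and all fits converged. On simulated data in which 200 of 27675 sites changed by 2 percentage points per year, limma recovered 63.5% of the changed sites with 16 frogs, with 4 false calls, and 19.0% with 12 frogs, with 1 false call.

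The sites named in the text were chosen by a rule set before the data were examined, as were the main tests and nearly all alternatives. They are the 3 sites with the largest positive and the 3 with the largest negative slope among those with an adjusted p under 0.05, skipping sites within 500 bp of a named site, and, of the predictive sites used by all 9 models, the 2 with the highest and the 2 with the lowest r with age. Alternatives covered the scale of the values, filters on variance and on variant-like sites, averaging of the cytosines of both strands, coverage and strain as covariates, stock means and leaving out each frog.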

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

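Among the 14 measures examined for a sample far from the others in the group of 4 frogs of 10.9 y, 1 was set apart, and chance alone would set apart about that many. At position 102835532 of chromosome 4, a predictive site, replicate 59 read 4.17% and the other 3 frogs of 10.9 y read 0%. The depth behind this value is unknown, so sequencing error and methylation in a small share of the cells were not separated, and no test was made of either. The younger frogs ranged from 0% to 94.3% at this site.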

How the results depend on the processing

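The difference of the 10.9 y frogs on PC1 kept its side of the threshold in all 16 fits that each left out a frog (from 14.5 to 15.5). Its direction could not change, since PC1 was oriented in every fit to score these frogs higher. The difference was 8.79 without variant-like sites, smaller but past the threshold. With each site scaled to unit variance it was weaker and not past the threshold, at 30.0 on that scale, and PC1 and age below 10 y then became r = 0.763 and PC2 and age r = -0.331. Leaving out single frogs gave r from -0.0106 to 0.409 for PC1, where the sign changed without replicate 134, and from -0.956 to -0.877 for PC2. The causes were not tested. Similarity within age groups was from 0.0411 to 0.0521 without single frogs and past the threshold in each of these fits. Without pairs of the same strain and birth date it was 0.0286, a value that rests on 1 pair of the same age (p = 0.0222, exact permutation test, the smallest that 45 pairs of stocks allow). Similarity and age difference across stocks became detectable with Pearson correlations (r = -0.500) and with sites of an SD of at least 5 percentage points (r = -0.435), and was from -0.169 to -0.00970 without single frogs. The cause was not tested.

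The 341 top variable sites lower in the 10.9 y frogs became 191 among 250 sites, fewer by construction, and 158 without variant-like sites. They were between 316 and 349 without single frogs. Mean CpG methylation had no detectable relation with age (r = -0.0213), and its sign changed without variant-like sites (r = 0.264), with the median over sites (r = 0.438) and among the fits without single frogs (from -0.159 to 0.105). For the predictive sites, the median r was weaker with the sites used by all 9 models (-0.402), without variant-like sites (-0.0666, 9 sites, where the filter itself takes out sites that changed most) and with a mean per stock (-0.301), and was from -0.542 to -0.401 without single frogs. Below 10 y, Spearman's rho (0.265) was past the threshold in the opposite direction to the fall over all ages. Pearson's r (0.138) was from 0.126 to 0.266 without single frogs and not past the threshold in any of these fits. Taking the next base where the listed position was absent, an alternative chosen after seeing the data, gave 116 sites and medians of -0.456 and 0.146.

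The 190 sites associated with age became 329 with sites of an SD of at least 5 percentage points, 102 without variant-like sites, 28 with the Krieg strain as a covariate and 0 with a mean per stock. Without single frogs there were from 50 to 260 sites. The count changed by over 1.5 times without each of replicates 40, 43, 44 and 59 of 10.9 y (50, 51, 59 and 51 sites), 134, 137 and 138 of 2.3 y (60, 95 and 87) and 14 of 4.2 y (39 rising and 64 falling). Below 10 y, the 4 sites became 7 on the log2 scale, 9 with sites of an SD of at least 5 percentage points and 0 with a mean per stock (2003 sites at an unadjusted p under 0.05), and from 1 to 20 without single frogs, with 20 without replicate 16. The 434 sites differing in the 10.9 y frogs became 204 without variant-like sites and from 194 to 495 without single frogs, with 225, 234 and 194 without replicates 40, 44 and 59. Among variant-like sites alone, chosen after seeing the data and partly by the same differences, 348 of 714 passed. The named sites kept their direction in all 204 comparisons, 160 of which left out a single frog and none of these lost its side of the threshold. Of the 6 sites named by slope, 5 were no longer past it with the Krieg strain as a covariate and all 6 with a mean per stock. Of the named predictive sites, 2 were weaker with a mean per stock and 1 with Spearman's rho.

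Leaving out single frogs was not run for the age predictions, because of the number of refits it needs, and a mean per stock was not run for the 10.9 y contrast, since those frogs are a single stock. No paired analysis was possible because the age groups share no replicate numbers. The unknown depth per site limits every value of a single site.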

Differences from the paper's values

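No value of the paper that was recomputed differed by more than 1.5 times under the main settings. PC1 is about 25% in Supplementary Figure 7A, read by eye, against 24.6% here, and it was 12.3% with each site scaled to unit variance and 15.8% without variant-like sites.

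The paper describes most of the top variable sites as low in the old frogs alone. At 233 of the 341 sites lower in the 10.9 y frogs, at least 1 younger frog was also under 10%, and at 60 all 4 old frogs were below all younger frogs. The paper's text names Spearman correlations for grouping by age, and with these the 7.9 y frogs had no branch of their own, whereas with Pearson correlations they did.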

Other observations

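Of the tests below, those of strain, proportion to age, neighbouring CpGs changing alike, linked sites, coverage in the 10.9 y contrast, the 2.3 y contrast, stock origin, stocks as units and the training ages in the age predictions and ages exchanged between stocks were chosen only after related results had been seen.

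Whether the 10.9 y frogs stood apart through age or through strain was examined at 387 sites in 254 clusters, chosen only from the frogs of up to 4.6 y and of 10.9 y. On a scale from 0 for the younger to 1 for the 10.9 y frogs, the 6.9 y frog of the Krieg line had a median place of 0.472 (95% bootstrap interval 0.398 to 0.535), and the 4 frogs of 7.9 to 8.7 y, of other strains, had places from 0.113 to 0.249 with a median of 0.146. A change in proportion to age would place these 4 frogs between 0.602 and 0.708, which their values argue against, but would place the 6.9 y frog at 0.470, where it was. A part played by strain is consistent with this order and rests on a single frog. The 4 frogs of 7.9 to 8.7 y all came from Mead strains, so their places may not be independent of each other. A change late in life in the Krieg strain stays open, as untested.

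The low values at top variable sites could be C-to-T variants of the strain or methylation changes. At the 265 lower sites with other CpGs within 60 bp, the median ratio of the neighbours' change to the site's change was 0.0236 (0.00373 with the median in place of the mean of the neighbours), and at 11.7% the neighbours changed at least 0.5 times as much. A change shared across neighbouring CpGs is therefore argued against for most of these sites. However, at 210 other sites that were as much lower and not variant-like the ratio was 0.0406, so variants and methylation changes at single CpGs cannot be told apart by this test, since both leave the neighbours as they were. Over the 714 variant-like sites, 24.0% of values were under 10%, 8.46% from 10% to 40%, 25.2% from 40% to 70% and 42.3% above.

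At the predictive sites, a candidate explanation is a set of linked variants on long haplotypes. Over the 12 frogs below 10 y, the median absolute r between predictive sites over 1 Mb apart on the same chromosome was 0.583 (361 pairs), against 0.258 for 1837 pairs on different chromosomes (permutation of chromosomes over sites, p = 0.0001, the smallest that 10000 exchanges can give), and 0.723 for 181 pairs on chromosome 4. With 1 site for each of 56 blocks of sites over 1 Mb apart, the medians were 0.477 and 0.255 (permutation of chromosomes over blocks, p = 0.0001). Pairs are not independent replicates. Of the 67 sites, 28 were under 10% in replicate 137 of 2.3 y, against 11 and 9 in the other 2 frogs of its stock. Whether methylation itself is shared over such distances was not tested.

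Ages were predicted by elastic net with each frog left out. The mean absolute error was 1.27 y ± 0.945 (SD, n = 16), and 2.85 y ± 1.74 when all frogs of a stock were left out together. Taking the mean age of the training frogs gave 3.11 and 3.55 y. Without variant-like sites, a filter that used the left-out frogs too, the errors were 0.946 and 2.45 y. Over the 9 frogs with stock-mates, the error rose by 2.82 y on average. These frogs come from 3 stocks, and a two-sided exact permutation of signs over 3 stocks cannot give a p below 0.25. For 7 of the 9 frogs, those of 2.3 and 10.9 y, leaving out the stock also put their age outside the range of the training frogs, and their error rose by 3.57 y. For the 2 frogs of 4.2 y, whose age stayed inside the range, it rose by 0.196 y, from 0.628 to 0.823 y. Stock-mates in the training set and prediction beyond the training ages cannot be told apart here. Among the 12 frogs below 10 y, the error was 1.22 y with single frogs and 2.00 y with whole stocks left out, against 2.45 and 2.65 y for the mean age of the training frogs. In this setting the 2 frogs of 4.2 y again stayed inside the training ages. Their errors rose from 0.423 to 1.04 y and from 1.34 to 1.75 y.

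Of 100 choices of 4 of the 16 frogs, 1, the real one, gave as many as the 434 sites of the 10.9 y contrast. With coverage as a covariate, 418 sites passed, which argues against coverage as the cause. The 3 frogs of 2.3 y, another single stock, gave 98 sites against the other frogs, and 1 of 100 choices gave as many. Random choices could mix stocks, whereas each real one was a whole stock, so these counts do not separate age from stock. When ages were exchanged between whole stocks, 2 of 100 arrangements, the real one included, gave as many as the 190 sites associated with age, and the largest other count was 193.

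The fall of PC2 with age below 10 y could follow coverage, which also fell with age. With coverage taken out of both, r was -0.860 (permutation test, p = 0.0004), which argues against coverage as the whole cause. Without the 2.3 y frogs, r was -0.857 (exact permutation test, p = 0.00675, n = 9). The strain of each frog and its age stay linked.

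Of 45 pairs of stocks, the 2 stocks of 7.9 y were the most alike, so 1 pair reached their correlation. With a single pair of the same age and different stocks, shared age and a shared origin of these frogs cannot be told apart.

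The standard deviation across sites within a frog rose with age (Pearson r = 0.781, p = 0.00019; Spearman rho = 0.768, p = 0.00093; permutation tests, n = 16), with an adjusted p of 0.000475 over the same 5 relations. Without the 2 frogs farthest from the median age r was 0.864, and over the 10 stock means it was 0.799 (permutation test, p = 0.00283). Within the 12 frogs below 10 y it was 0.502 (permutation test, p = 0.0985), and over their 9 stock means it was 0.698 (exact permutation test, p = 0.017) with Spearman's rho of 0.803 (exact permutation test, p = 0.0123). Without variant-like sites, r was 0.607 over all frogs (permutation test, p = 0.0125), and 0.791 below 10 y (permutation test, p = 0.00125). The filter leaves in variants that change a site less, such as heterozygous ones, so C-to-T variants and methylation changes cannot be told apart here. Age and strain both stay open.

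At 2593 pairs of listed cytosines on neighbouring bases, methylation averaged 71.8% at the lower and 85.0% at the higher coordinate. Such a pair is the strands of a CpG or, where CpGs directly adjoin, can be cytosines of neighbouring CpGs. The pair differed by over 20 percentage points at 607, and at 547 of these the lower coordinate read lower. No explanation of this was tested, technical or biological.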
